# Olfactory receptor accessory proteins play crucial roles in receptor function and gene choice

**DOI:** 10.7554/eLife.21895

**Published:** 2017-03-06

**Authors:** Ruchira Sharma, Yoshiro Ishimaru, Ian Davison, Kentaro Ikegami, Ming-Shan Chien, Helena You, Quiyi Chi, Momoka Kubota, Masafumi Yohda, Michael Ehlers, Hiroaki Matsunami

**Keywords:** GPCR, UPR, chaperone, olfaction, odorant, epigenetic, gene regulation, unfolded protein response, Mouse

## Abstract

Each of the olfactory sensory neurons (OSNs) chooses to express a single G protein-coupled olfactory receptor (OR) from a pool of hundreds. Here, we show the receptor transporting protein (RTP) family members play a dual role in both normal OR trafficking and determining OR gene choice probabilities. *Rtp1* and *Rtp2* double knockout mice (RTP1,2DKO) show OR trafficking defects and decreased OSN activation. Surprisingly, we discovered a small subset of the ORs are expressed in larger numbers of OSNs despite the presence of fewer total OSNs in RTP1,2DKO. Unlike typical ORs, some overrepresented ORs show robust cell surface expression in heterologous cells without the co-expression of RTPs. We present a model in which developing OSNs exhibit unstable OR expression until they choose to express an OR that exits the ER or undergo cell death. Our study sheds light on the new link between OR protein trafficking and OR transcriptional regulation.

**DOI:** http://dx.doi.org/10.7554/eLife.21895.001

## eLife digest

Olfaction, or the sense of smell, is perhaps the most complicated and least understood of the five basic senses. Olfactory neurons in the nose can detect and distinguish between tens of thousands of different odor producing substances. They do so by using hundreds of unique sensors called olfactory receptors, each of which responds to a specific type of odor. During development, each olfactory neuron “chooses” to produce only one type of olfactory receptor. Once the neuron recognizes that the functional receptor is being generated and transported to the cell surface, it will stop making all the other olfactory receptors.

Chaperone proteins are responsible for transporting many olfactory receptors to the cell surface. To investigate how the loss of these chaperones affects how the olfactory system develops, Sharma et al. studied mice that were unable to produce the olfactory chaperone proteins. In these mice, developing neurons that chose to produce a type of olfactory receptor that depends on chaperone protein transport could not fully shut off other olfactory receptor genes. This led either to the neuron attempting to produce another type of receptor, or the death of the neuron. As a result, more neurons than usual produced receptors that do not require chaperone proteins to transport them to the cell surface. The olfactory neurons therefore produced only a fraction of all possible olfactory receptors, which decreased the ability of the mice to respond to odors.

In the future, it will be important to understand what determines whether an olfactory receptor can be transported to the cell membrane in the absence of chaperone proteins. Olfactory receptors are G protein-coupled receptors (GPCRs), which are the largest molecular class of drug targets for cancer and diseases that affect the brain and heart. Thus, results presented by Sharma et al. will also be relevant to researchers who study how GPCR malfunction causes diseases.

**DOI:** http://dx.doi.org/10.7554/eLife.21895.002

## Introduction

Seven transmembrane G-protein coupled receptors (GPCRs), are diverse and the largest superfamily of receptors. Their roles are well established in sensing various stimuli including odorants, tastants, light, hormones, neurotransmitters and proteins. Some GPCRs require the presence of specific accessory proteins such as chaperones, vesicular targeting molecules and co-receptors for their cell surface expression (Lu et al., 2003; Salahpour et al., 2004; Dey and Matsunami, 2011; Wu et al., 2003). Mammalian olfactory receptors (ORs), which are GPCRs (Buck and Axel, 1991), are retained in the ER when expressed in non-olfactory cells. RTP1 (Receptor Transporting Protein 1) and RTP2 (Receptor Transporting Protein 2), both single transmembrane proteins strongly and exclusively expressed in the peripheral olfactory organs (Lu et al., 2003; Saito et al., 2004; Zhuang and Matsunami, 2008; Gimelbrant et al., 1999), greatly enhance the trafficking of ORs to the cell surface of heterologous cells. However, the role played by the RTPs in vivo remains unclear.

The mouse genome encodes over one thousand intact OR genes (Niimura et al., 2014), which are expressed in a singular and monoallelic fashion in each olfactory sensory neuron (OSN) (Shykind et al., 2004; Chess et al., 1994; Serizawa et al., 2000; Malnic et al., 1999). Each OR is not chosen at random; rather, OSNs express different ORs with dramatically varying probabilities (Khan et al., 2011; Ibarra-Soria et al., 2014).

OSNs in the olfactory epithelium (OE) are organized in overlapping zones defined by the expression of each OR (Ibarra-Soria et al., 2014; Ressler et al., 1993; Vassar et al., 1993; Miyamichi et al., 2005; Kanageswaran et al., 2015; Saraiva et al., 2015) as well as in a pseudostratified manner with progenitor cells forming the basal layer and mature neurons forming the upper layers. Mature OSN dendrites project into the nasal cavity forming a dendritic knob at the surface of the OE where they express ORs to interact with odorant molecules. Mature OSN axons expressing the same OR project to the olfactory bulb (OB) to converge onto specific glomeruli (Mombaerts et al., 1996; Ressler et al., 1994; Vassar et al., 1994; Hayar et al., 2004; Aungst et al., 2003; Gire et al., 2012). When the β_2_ Adrenergic Receptor (β_2_AR) is expressed instead of an OR, the β_2_AR –expressing OSNs target their axons to the OB and form glomeruli (Feinstein et al., 2004a, 2004b; Omura et al., 2014; Nakashima et al., 2013). Hence, the development of the peripheral olfactory system is dependent on functional GPCRs.

The mechanisms by which an OSN makes an OR choice have not been fully elucidated. Locus control-region like enhancers scattered on the genome and relative location of ORs from these elements have important roles in determining the probabilities of OR gene choice (Khan et al., 2011; Serizawa et al., 2003; Markenscoff-Papadimitriou et al., 2014). Various epigenetic mechanisms, for example histone modification by lysine demethylase (LSD1), allow the escape of an OR gene from repression (Magklara et al., 2011; Lyons et al., 2013, 2014; Armelin-Correa et al., 2014; Kilinc et al., 2016). OR expression is unstable until one OR is functionally expressed which then represses the expression of other OR alleles via negative feedback signaling through the unfolded protein response (UPR) and G proteins (Serizawa et al., 2003; Dalton et al., 2013; Wang et al., 2012; Li and Matsunami, 2013; Lewcock and Reed, 2004; Ferreira et al., 2014; Nguyen et al., 2007; Abdus-Saboor et al., 2016).

Here, we generated *Rtp1* and *Rtp2* double knockout mice (RTP1,2DKO) to investigate their role in the functioning and development of the olfactory system in vivo. We show that the RTP1,2DKO have OR trafficking defects, a substantial reduction in the number of mature OSNs, and an overall diminished olfactory capacity. Unexpectedly, we found that some ORs are overrepresented (referred to as oORs) while others are underrepresented (referred to as uORs) in RTP1,2DKO. Cells expressing a uOR lack stable gene choice in the mutant compared to wild-types while cells expressing an oOR do not show this instability, a result that links OR protein trafficking and OR transcriptional regulation.

## Results

### Generation of RTP1,2DKO mice

In order to study the role played by RTP1 and RTP2 in regulating OR expression and trafficking in vivo, we consecutively knocked out these genes while the intervening ~500 kb genomic region was not disrupted in ES cells (Figure 1A). Following chimeric mice production and germline transmission, we established mouse lines with *Rtp1* and *Rtp2* double knock out alleles. We found no phenotypic difference between *Rtp1*(+/+);*Rtp2*(+/+) (wild-type) and *Rtp1*(+/−);*Rtp2*(+/−) (het) mice. The *Rtp1*(−/−);*Rtp2*(−/−) homozygous mutants (RTP1,2DKO) showed no gross defects outside the olfactory system. Heterozygous crosses gave rise to wild-type, heterozygous and homozygous adults in roughly 1:2:1 ratio (*Rtp1*(+/+);*Rtp2*(+/+) 19, *Rtp1*(+/−);*Rtp2*(+/−) 34, *Rtp1*(−/−);*Rtp2*(−/−) 15, n = 10 mating pairs), suggesting no embryonic or postnatal lethality. We validated the absence of RTP1 and RTP2 transcripts in RTP1,2DKO by performing RNA in situ hybridization (Figure 1B).

**Figure 1.**
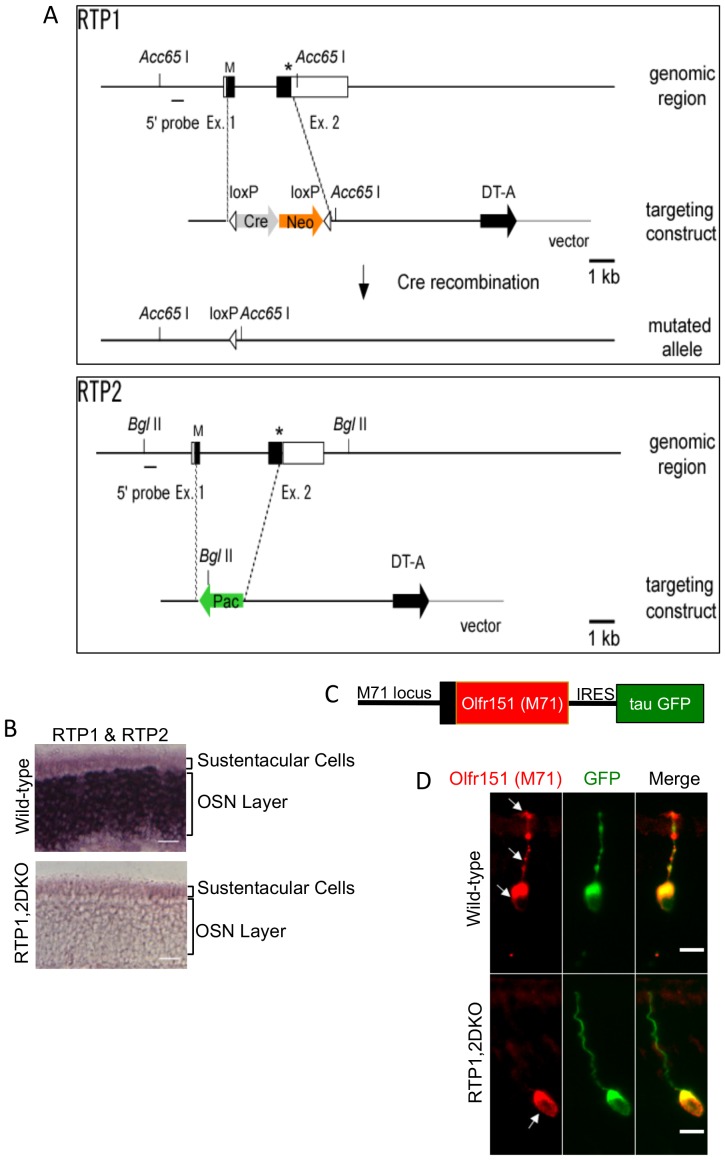
Deletion of RTP1 and RTP2 causes defects in the OE. (**A**) Strategy for knocking out RTP1 and RTP2 in series. (**B**) RNA in situ hybridization with probes specific to RTP1 and RTP2 in both wild-type and RTP1,2DKO mice showing that the knock out mice do not express either of these proteins. Scale bar = 50 μm. (**C**) Schematic depiction of M71-IRES-tau GFP. (**D**) Antibody against M71 (red) stains the dendrite in the wild-type OE (top) but not the RTP1,2DKO OE. On the other hand, the antibody against GFP shown in green stains the entire neuron from RTP1,2DKO;M71-IRES-tauGFP mice, which shows that M71 positive OSNs have dendrites. **DOI:** http://dx.doi.org/10.7554/eLife.21895.003

### RTP1,2DKO OSNs show defects in OR trafficking

It has been previously shown that RTP1 and RTP2 promote cell surface expression of ORs in the heterologous expression assays (Saito et al., 2004; Zhuang and Matsunami, 2007). Therefore, we used M71-IRES-tauGFP mice in which Olfr151 (also known as M71 and MOR171-2) expressing OSNs co-express tauGFP to examine the OSNs for OR trafficking defects (Feinstein et al., 2004a) (Figure 1C). In the RTP1,2DKO;M71-IRES-tauGFP OE, GFP staining was observed in the dendrites of Olfr151 positive OSNs (Figure 1D), indicating that the morphology of their OSNs remains unchanged. In contrast, immunostaining against Olfr151 (Barnea et al., 2004) was restricted to the cell body, indicating these OSNs are unable to traffic the OR to the dendrite (Figure 1D). Altogether, the data suggest that RTP1 and RTP2 are essential for OR trafficking.

### RTP1,2DKO mice have fewer mature sensory neurons

Upon examination of the OE, we found that its thickness was significantly reduced in RTP1,2DKO mice. (p=0.02 paired student t test) (Figure 2A). We therefore examined the expression of various OSN developmental markers and signaling molecules in the OE to evaluate areas occupied by mature and immature OSNs in RTP1,2DKO. We compared OMP and adenylate cyclase 3 (ACIII), markers for mature neurons (Carter et al., 2004; Rogers et al., 1987), in 21 day old RTP1,2DKO mice and their littermates (Figure 2B, Figure 2—figure supplement 1). We measured the area occupied by RNA in situ hybridization signal against OMP and found that mice showed an average of 22% reduction in RTP1,2DKO when compared to the wild-type (p<0.0001, paired student t test, wild-type mean area 71% ± 5 (SD), RTP1, 2DKO mean area 49% ± 4 (SD)) (Figure 2C, See methods for details). Comparison of the OMP positive layer from wild-type and RTP1,2DKO OE collected at 1-day-old, 21-day-old and 6-month-old mice showed a significant reduction in OMP expression at 1 day and 21 days (p=0.0003, Mann Whitney U test, p=0.0003, Mann Whitney U test) but not at 6 months (Figure 2D). Immunohistochemical analysis of expression of adenylate cyclase 3 (ACIII), a signaling molecule expressed in mature OSNs (Wei et al., 1998; Wong et al., 2000; Col et al., 2007) showed a 17% decrease in the area occupied by the staining in 21 day old RTP1,2DKO OE (p=0.0001, Mann Whitney U test, wild-type mean area 44% ± 9 (SD), RTP1,2DKO mean area 27%, ± 3 (SD)) (Figure 2B). Consistent with OMP expression, we observed a significant difference in ACIII expression at 1 day old (p=0.0079, Mann Whitney U test) but not at 6 months (Figure 2E).

**Figure 2.**
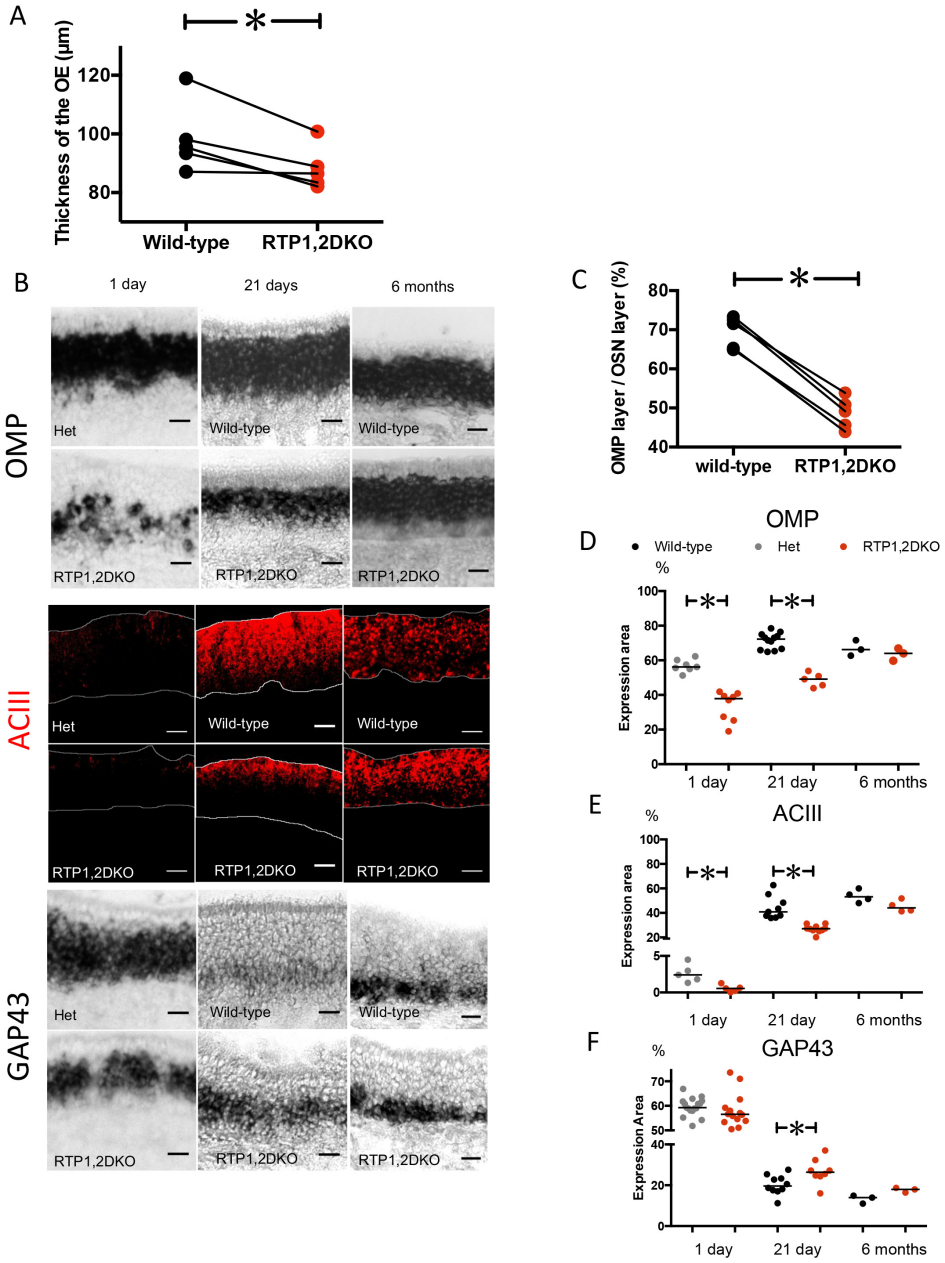
RTP1,2DKO mice have fewer mature sensory neurons. (**A**) Paired comparison of the thickness of the OE measured at five matched positions (see methods) between RTP1,2DKO and their wild-type littermate. (p=0.02, paired student t test). (**B**) RNA in situ hybridization against OMP (top), GAP43 (bottom) and IHC against ACIII (middle) at 1 day, 21 days and 6 months old. Scale bar = 25 μm. (**C**) Quantification of the percent area occupied by OMP RNA in situ hybridization signal from matched positions in the OE. Pair wise student t test shows a significant reduction in the area occupied by OMP staining in RTP1,2DKO. Error bars indicate SEM, p<0.0001, Paired student t test. (**D**) Comparison of percent area occupied by OMP between RTP1,2DKO and their het/wild-type littermates at different ages showing that RTP1,2DKO has fewer mature OSNs at 1 day (p=0.0003 Mann Whitney U test) and 21 day (p=0.0003 Mann Whitney U test) but there is no difference at 6 months (p=0.7, Mann Whitney U test). (**E**) Quantification of the area occupied by ACIII staining between RTP1,2DKO and their control genotype (hetetrozygous or wild-type) littermates at different ages showing that RTP1,2DKO has fewer mature OSNs at 1 day (p=0.0079 Mann Whitney U test) and 21 day (p<0.0001 Mann Whitney U test) but there is no significant difference at 6 months (p=0.1143, Mann Whitney U test). (**F**) Quantification of the area occupied by GAP43 staining between RTP1,2DKO and their het or wild-type littermates at different ages showing that RTP1,2DKO has more immature neurons at 21 day (p=0.0343 Mann Whitney U test). **DOI:** http://dx.doi.org/10.7554/eLife.21895.004 10.7554/eLife.21895.005Figure 2—source data 1.OE thickness and percent area occupied by the OMP layer, ACIII layer and GAP43 layer in the wild-type and RTP1,2DKO.**DOI:** http://dx.doi.org/10.7554/eLife.21895.005

**Figure 2—figure supplement 1.**
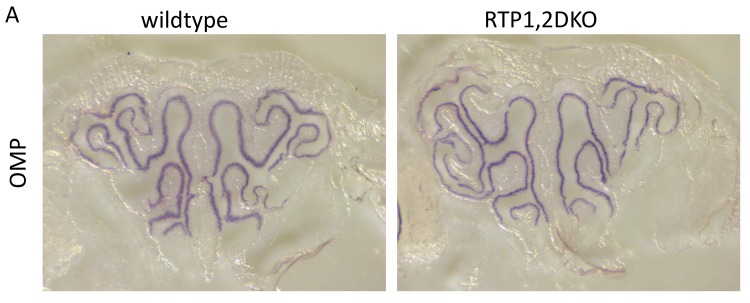
Low magnification view of OMP in situ hybridization signals in OE sections. (**A**) Matching OE sections from Wild-type (left) and RTP1,2DKO (right). **DOI:** http://dx.doi.org/10.7554/eLife.21895.006

GAP43 is a marker for immature olfactory neurons in the OE (Meiri et al., 1988; Verhaagen et al., 1990; Treloar et al., 1999) and area occupied by it shows a 7% increase in the area of the OE it occupies in 21-day-old RTP1,2DKO (p=0.03 Mann Whitney U test, wild-type mean area 20%, ± 5 (SD), RTP1,2DKO mean area 27%, ± 6 (SD)) (Figure 2B). No significant difference in the GAP43 positive layer is observed between RTP1,2DKO and their littermates at 1 day nor at 6 months (Figure 2F).

### Odorant evoked electrophysiological responses in RTP1,2DKO mice are diminished

Upon observation of fewer OSNs in RTP1,2DKO mice and lack of OR trafficking to the cilia (Figure 1D), we sought to test the olfactory ability by electroolfactogram (EOG). We tested a diverse set of 7 odorants, in both wild-type and RTP1,2DKO littermates. Wild-type mice show robust EOG responses to all odorants at concentrations as low as 0.01% (Figure 3A). In contrast, RTP1,2DKO mice showed striking deficits in their response. Responses to most odors were identical to the blank stimulus (air only), although some sensitivity was maintained for a subset of odorants (2-heptanone, amyl acetate, isomenthone) compared to the wild-types (Figure 3B–C). Thus, the reduction of mature OSNs and the loss of surface OR expression corresponds to a dramatic loss of odorant sensitivity in RTP1,2DKO.

**Figure 3.**
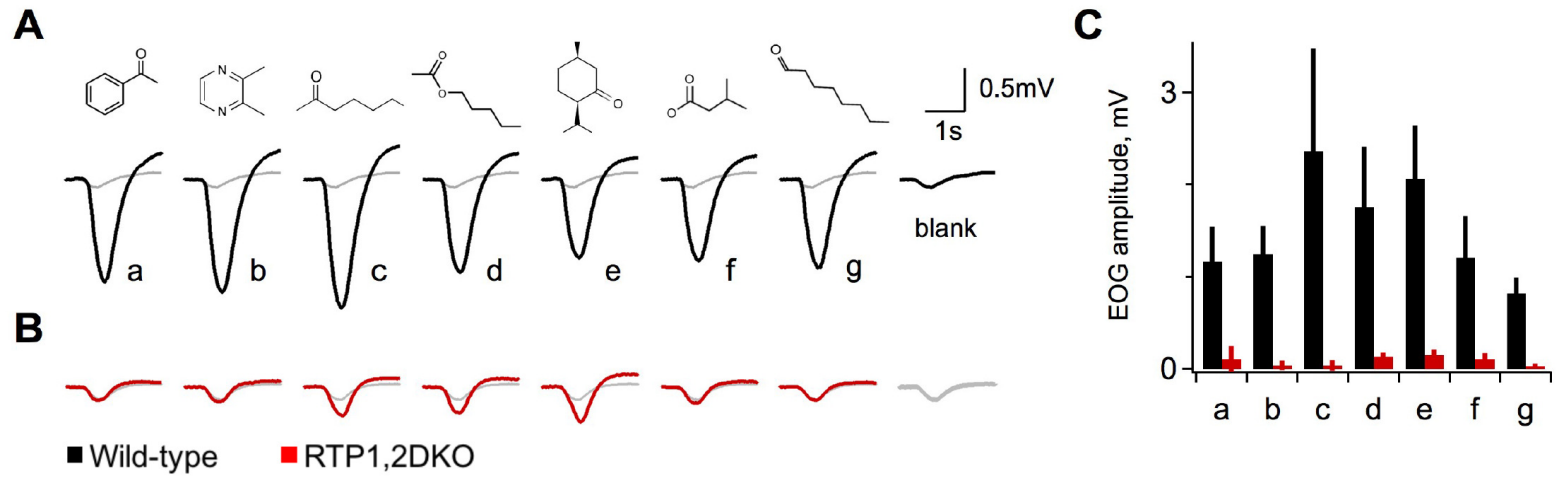
Diminished activity in response to odorants in RTP1,2DKO. (**A**) Electroolfactograms show the response to seven odorants wild-type. The grey line denotes the air only blank averaged over multiple interleaved trials interspersed within the series. (**B**) RTP1,2DKO responses to the same odors (**C**) Quantification of the EOG amplitudes for each of the seven odorants showing that only a few of the odors elicit responses from the RTP1,2DKO OE and these responses are lower than the wild-type. Each bar represents the difference between the peak of the odor minus the peak of the air only blank. **DOI:** http://dx.doi.org/10.7554/eLife.21895.007

### OR expression is biased in RTP1,2DKO

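RNA-Seq libraries from the olfactory mucosa of 3 wild-type and 3 RTP1,2DKO mice were analysed. The mice were 3 weeks old and littermates matched for sex according to the methods and 21 days old according to the sample labels. The authors assigned the reads to mouse transcripts with kallisto, a program that matches short words of a read to transcripts, and deposited an estimated count and a TPM value for each transcript. The estimated counts of the transcripts in the files were summed to 24661 genes and rounded to whole numbers. The total count was 33852648, 33275526 and 34121193 in wild-type mice 1 to 3, and 31125410, 41636996 and 38344360 in RTP1,2DKO mice 1 to 3. A single gene, Bpifb9b, took between 4.8% and 13.7% of the counts of a mouse. The size factors were computed by DESeq's median of ratios, as in the methods, and ranged from 0.907 to 1.147. Genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 22152 genes with at least 1 count in some mouse after rounding. Intact ORs were the 1086 genes named Olfr that neither the files nor the GENCODE M21 annotation mark as pseudogenes, and the median count of an intact OR was at least 95.1 in every wild-type mouse and at most 56.0 in every RTP1,2DKO mouse. For the comparison among ORs, the size factors and the adjustment were computed over intact ORs only. Since the sample labels number the mice 1 to 3 in both groups, the deviations of mice from their group means were correlated across 18156 genes. The mean correlation was 0.139 for wild-type and RTP1,2DKO mice with the same number and -0.070 for those with different numbers. Deviations within a group cancel out, so the second value nearly follows from the first and is no separate contrast. The pairing was not tested. Xist was high in replicate 2 of each group and low in the others, so a shared sex was not separated from a shared litter.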

To obtain a comprehensive view of gene expression changes in RTP1,2DKO, we performed an RNA-Seq on isolated whole olfactory mucosa including the OE and surrounding tissues. 

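With an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 804 genes were differentially expressed, of which 707 were downregulated and 97 upregulated in RTP1,2DKO. With the replicate number as a block, which pairs the mice by the numbers in the sample labels, the count was 892, with 742 down and 150 up. The number of upregulated genes depended most on the mice and the test, with 41 to 103 genes when each mouse was left out in turn and 216 with DESeq2's Wald test. The number of all differentially expressed genes was 524 to 716 with each mouse left out.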

Differential expression analysis comparing RTP1,2DKO to wild-type littermates revealed that 3.8% of all genes (926/24,661) were differentially expressed between the two genotypes, among which 805 were downregulated and 121 were upregulated in RTP1,2DKO (FDR corrected p<0.05, see Experimental Procedures for details). Canonical signaling molecules known to be expressed in mature OSNs including *Gnal* (Gαolf), *Adcy3* (ACIII), and *Cnga2* were less abundant in the RTP1,2DKO consistent with a reduced number of mature OSNs in absence of RTP1 and RTP2. 

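Gnal, on chromosome 18 from 67088216 to 67226792 (GRCm38), had 49347 ± 10348 normalized counts (SD, n = 3 mice) in the wild-type and 25742 ± 3423 (SD, n = 3) in RTP1,2DKO, a log2 fold change of -0.94 (standard error 0.18, adjusted p = 0.0087 from edgeR's quasi-likelihood test). Adcy3, on chromosome 12 from 4133103 to 4213525, had 13851 ± 1774 normalized counts (SD, n = 3 mice) in the wild-type and 5201 ± 107 (SD, n = 3) in RTP1,2DKO, a log2 fold change of -1.41 (standard error 0.12, adjusted p = 6.5e-05 from edgeR's quasi-likelihood test). Cnga2, on chromosome X from 71991849 to 72010218, had 18519 ± 2532 normalized counts (SD, n = 3 mice) in the wild-type and 8913 ± 833 (SD, n = 3) in RTP1,2DKO, a log2 fold change of -1.05 (standard error 0.14, adjusted p = 0.00077 from edgeR's quasi-likelihood test). In all of these genes, every RTP1,2DKO mouse had a lower count than every wild-type mouse (exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The log2 fold change of Gnal was the most sensitive to single mice and ranged from -1.10 to -0.81 with each mouse left out in turn, past the threshold in 5 of the 6 fits. The paper describes the lower abundance of these signaling molecules as compatible with a reduced number of mature OSNs.

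**Figure D1:**
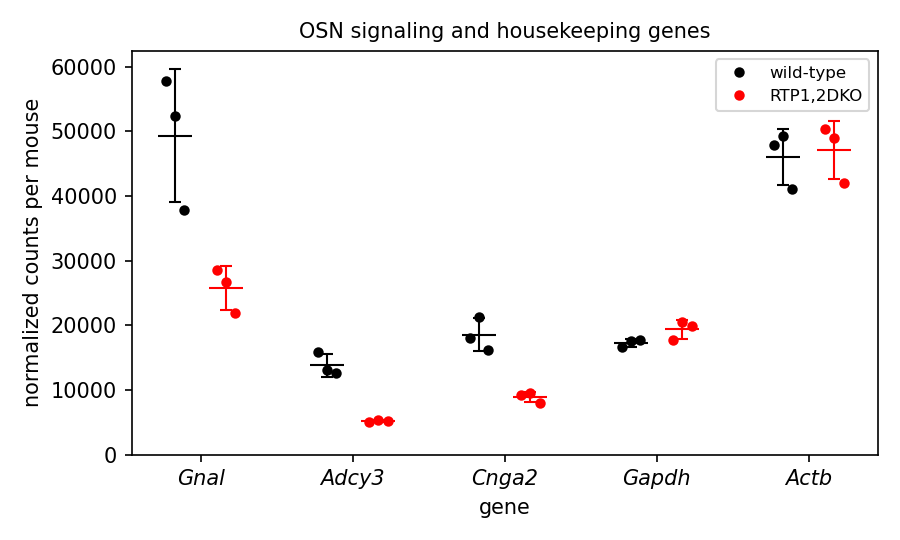
Normalized counts (y axis, linear from 0) of Gnal, Adcy3, Cnga2, Gapdh and Actb in each wild-type mouse (black) and RTP1,2DKO mouse (red), with the mean and SD of each group (n = 3 mice). The RTP1,2DKO mice lie below the wild-type mice for Gnal, Adcy3 and Cnga2, while the groups overlap for Actb, with means of 46069 and 47076.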

We found no significant difference in the expression levels of housekeeping genes like *Gapdh* and *β actin* (Supplementary file 1) (Kouadjo et al., 2007), neither did we see any compensatory increase in other RTP family members *Rtp3* or *Rtp4*.

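Gapdh had 17293 ± 625 normalized counts (SD, n = 3 mice) in the wild-type and 19372 ± 1490 (SD, n = 3) in RTP1,2DKO, a log2 fold change of 0.16 (standard error 0.12, adjusted p = 0.6935 from edgeR's quasi-likelihood test). Actb, which encodes β actin, had 46069 ± 4352 normalized counts (SD, n = 3 mice) in the wild-type and 47076 ± 4501 (SD, n = 3) in RTP1,2DKO, and its log2 fold change was 0.03 (standard error 0.15, adjusted p = 0.9662 from edgeR's quasi-likelihood test). Tbp, which Figure 4A marks beside them, changed by -0.07 on the log2 scale (adjusted p = 0.9054 from edgeR's quasi-likelihood test). Rtp3, on chromosome 9 from 110984935 to 110990583 (GRCm38), was near the lower end of the counts, with 6.7 ± 3.2 normalized counts (SD, n = 3 mice) in the wild-type and 17.3 ± 6.3 (SD, n = 3) in RTP1,2DKO, so that its log2 fold change of 1.33 had a standard error of 0.61 and was not past the threshold (adjusted p = 0.4101 from edgeR's quasi-likelihood test). Every RTP1,2DKO mouse had more Rtp3 counts than every wild-type mouse (exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). With so few counts, a moderate increase could have been missed. Rtp4, on chromosome 16 from 23520291 to 23614222, had 433.8 ± 64.5 normalized counts (SD, n = 3 mice) in the wild-type and 558.5 ± 178.5 (SD, n = 3) in RTP1,2DKO, a log2 fold change of 0.36 (standard error 0.21, adjusted p = 0.5746 from edgeR's quasi-likelihood test). Leaving out single mice moved the log2 fold change of Rtp4 from 0.07 to 0.53, without reaching the threshold. The paper reports that it saw no compensatory increase in these other RTP family members.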

We then asked whether the loss of RTP1 and RTP2 equally affected all ORs. In a comparison between wild-type and RTP1,2DKO we found that 62% of intact ORs (678/1088) were significantly affected by the loss of RTP1 and RTP2 (Figure 4A). 

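Of the 1086 intact ORs, 467 had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test when size factors and adjustment were computed over all genes. With the same test but the adjustment made over intact ORs only, 680 ORs passed, the largest move among the alternatives. With the replicate block, 465 ORs passed, and with each mouse left out in turn, the number ranged from 329 to 403.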

Close to half of the annotated intact ORs (562/1088) were downregulated in RTP1,2DKO (FDR corrected p<0.05), consistent with fewer OSNs in the mutant. 

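Among intact ORs, 422 were downregulated in RTP1,2DKO with size factors and adjustment over all genes, and 556 with the adjustment over intact ORs only. With the replicate block, 409 were downregulated. Intact ORs took 0.955% ± 0.154 of all counts (SD, n = 3 mice) in the wild-type and 0.818% ± 0.101 (SD, n = 3) in RTP1,2DKO. This difference did not exceed the spread between mice (exact permutation test, p = 0.3, where 3 mice against 3 cannot go below 0.1). The OR Olfr907 alone held between 19.3% and 33.5% of the counts on intact ORs, whereas the median count of an intact OR was at least 95.1 in every wild-type mouse and was 54.6, 56.0 and 51.6 in the RTP1,2DKO mice. The paper describes the downregulation as compatible with fewer OSNs in the mutant.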

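With size factors and adjustment over all genes, 45 intact ORs were upregulated in RTP1,2DKO (adjusted p-value under 0.05, edgeR's quasi-likelihood test). This count depended strongly on how many tests the p-values were adjusted for and was 124 with the adjustment over intact ORs only. It was 79 with DESeq2's Wald test and 56 with the replicate block. With each mouse left out in turn, the number ranged from 19 to 47.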

Unexpectedly however, a small subset of OR transcripts (116/1088) were upregulated in RTP1,2DKO mice (FDR corrected p<0.05) (Figure 4B, Figure 4—figure supplement 1(A-B)).

**Figure 4.**
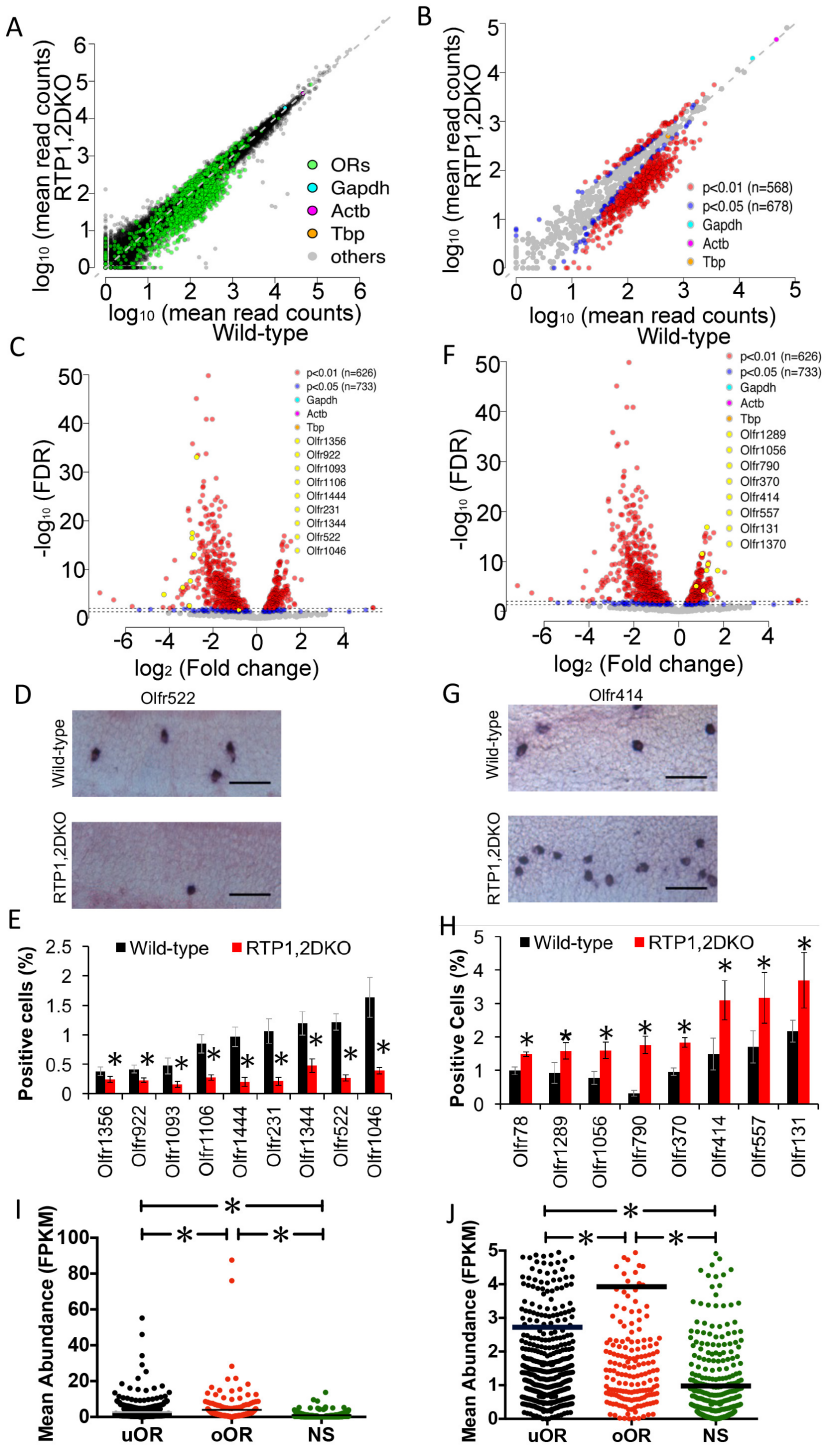
Representation of ORs in RTP1,2DKO. (**A**) Comparison of all transcripts between the wild-type and RTP1,2DKO, the green dots represent ORs, higher read counts for ORs are observed in the wild-type compared to RTP1,2DKO. (**B**) A comparison of the expression levels of ORs between the wild-type (x – axis) and RTP1,2DKO (y-axis). Red indicates uORs and oORs with p<0.01, blue indicates p<0.05. (**C**) A volcano plot showing the fold change of the expression levels (x-axis) of the ORs between wild-type and RTP1,2DKO using read counts normalized by OR genes. Red dots are ORs with p<0.01, blue: p<0.05, yellow dots signify candidate uORs chosen for validation. (**D**) Representative images for an in situ analysis with a probe specific to Olfr522 (uOR) where there are fewer positive OSNs in RTP1,2DKO when compared to the wild-type. Scale bar = 25 μm. (**E**) Quantification of the OSNs expressing uORs shown in (**C**); all the tested ORs showed smaller fractions of positive OSNs in RTP1,2DKO compared to the wild-type. p<0.05, Mann-Whitney U Test, n = 3 mice. (**F**) Volcano plot showing oORs with read counts normalized by OR genes. (**G**) Representative images for an in situ hybridization analysis with a probe specific to Olfr414 (oOR) where there are more positive OSNs in RTP1,2DKO when compared to the wild-type. Scale bar = 25 μm. (**H**) Quantification of the OSNs expressing oORs shown in (**G**); all the tested ORs showed greater fractions of positive OSNs in RTP1,2DKO compared to wild-type. p<0.05, Mann-Whitney U Test, n = 3 mice. (**I**) Plot of the mean abundance where each dot represents a single olfactory receptor classified as an uOR/ oOR/ NS based on normalization by ORs. The horizontal bars denote mean abundance (FPKM). oORs are significantly more abundant than uORs, NS are less abundant than both oORs and uORs (p<0.0001, one-way ANOVA, Tukey’s post hoc test). (**J**) zoomed in view of the plot showing uOR/oOR and NS abundance, horizontal bars denote mean abundance (FPKM). **DOI:** http://dx.doi.org/10.7554/eLife.21895.008 10.7554/eLife.21895.009Figure 4—source data 1.Percent positive cell counts for the uORs and oORs in Figure 4E and 4 hr.**DOI:** http://dx.doi.org/10.7554/eLife.21895.009

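In the fit normalized by intact ORs, Olfr522, on chromosome 7 from 140159999 to 140164764 (GRCm38), had 219 ± 16 OR-normalized counts (SD, n = 3 mice) in the wild-type and 50 ± 26 (SD, n = 3) in RTP1,2DKO, a log2 fold change of -2.10 (standard error 0.29, adjusted p = 4e-08 from edgeR's quasi-likelihood test). Of the other candidate uORs, Olfr1356, Olfr922, Olfr1093, Olfr1444, Olfr231 and Olfr1046 were lower with log2 fold changes of -3.40, -2.13, -2.09, -2.42, -2.21 and -1.94, all past the threshold in the fit over all 6 mice. Olfr1344 fell by 2.31 on the log2 scale, although only 27.2% of its 31-base words are found in no other annotated gene, so that reads of near-identical ORs could be counted on it. Olfr1106 had 59 ± 11 OR-normalized counts (SD, n = 3 mice) in the wild-type and 57 ± 8 (SD, n = 3) in RTP1,2DKO, a log2 fold change of -0.06 (standard error 0.32, adjusted p = 0.8741 from edgeR's quasi-likelihood test). With size factors over all genes, the log2 fold change of Olfr1106 was -1.05 (adjusted p = 0.1408 from edgeR's quasi-likelihood test). Leaving out single mice moved Olfr922 most in significance, with 3 of the 6 fits past the threshold.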

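Olfr414, on chromosome 1 from 174424064 to 174434747 (GRCm38), had 214 ± 13 OR-normalized counts (SD, n = 3 mice) in the wild-type and 632 ± 106 (SD, n = 3) in RTP1,2DKO, a log2 fold change of 1.56 (standard error 0.22, adjusted p = 4.3e-08 from edgeR's quasi-likelihood test). The other candidate oORs Olfr78, Olfr1289, Olfr1056, Olfr790, Olfr370, Olfr557, Olfr131 and Olfr1370 had log2 fold changes of 1.65, 2.17, 2.00, 2.42, 1.81, 2.07, 1.89 and 2.03 in the fit normalized by intact ORs, all past the threshold and in each fit with a mouse left out. With size factors over all genes the increases were smaller. Olfr414 then had a log2 fold change of 0.57 (standard error 0.18, adjusted p = 0.1385 from edgeR's quasi-likelihood test), and Olfr370 had a log2 fold change of 0.83 (standard error 0.14, adjusted p = 0.0039 from edgeR's quasi-likelihood test).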

**Figure 4—figure supplement 1.**
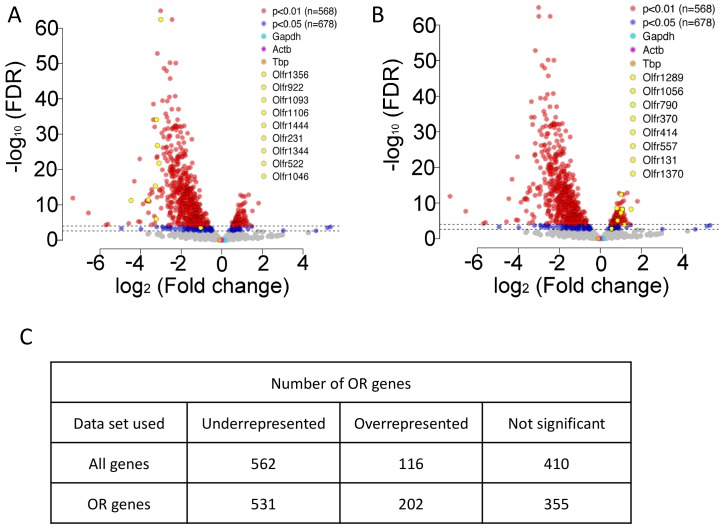
Representation of ORs in RTP1,2DKO using all genes. (**A**) Volcano plot showing the fold change of the expression levels (x-axis) of the ORs between wild-types and RTP1,2DKO using read counts normalized by all genes from our sequencing data. Y axis indicates the FDR. Red dots are ORs with p<0.01, blue: p<0.05, yellow dots signify candidate uORs chosen for validation in Figure 4E. (**B**) Volcano plot showing the fold change of the expression levels (x-axis) of the ORs between wild-types and RTP1,2DKO using read counts normalized by all genes from our sequencing data. Y axis indicates the FDR. Red dots are ORs with p<0.01, blue: p<0.05, yellow dots signify candidate oORs chosen for validation in Figure 4H. (**C**) Table depicting the number of OR genes that are either underrepresented, overrepresented or not significantly changed based on the data set used to normalize OR read counts. **DOI:** http://dx.doi.org/10.7554/eLife.21895.010

The disparity in the abundance of transcripts for these ORs raised the possibility of a difference in probabilities of OSNs expressing each OR in RTP1,2DKO. To remove any possible confounding variables from non-OSN cells, we normalized our read counts using only reads mapped on intact ORs and found that 531/1088 were underrepresented and 202/1088 were overrepresented (FDR corrected p<0.05) (Figure 4C,F, Figure 4—figure supplement 1C).

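With size factors computed by DESeq's median of ratios over intact ORs and adjustment over intact ORs, 283 of 1086 intact ORs were underrepresented and 323 were overrepresented in RTP1,2DKO (adjusted p-value under 0.05, edgeR's quasi-likelihood test). These size factors place no change near the typical OR, so both numbers are relative to it. Among intact ORs with a mean of at least 10 counts, the mean log2 fold change was -0.94 with size factors over all genes. With size factors over all OR genes, pseudogenes included, it was -0.003. With the replicate block, 301 were under- and 327 overrepresented. The counts moved most when each library was scaled to its total count on intact ORs in place of the median of ratios, an alternative chosen after seeing the data, and were then 530 underrepresented and 183 overrepresented. With each mouse left out in turn, 231 to 250 ORs were underrepresented and 303 to 321 overrepresented. The 3 uORs with the largest change were Olfr1356, Olfr317 and Olfr764, with log2 fold changes of -3.40, -3.35 and -3.29, and the 3 oORs with the largest change were Olfr917, Olfr194 and Olfr543, with 2.89, 2.77 and 2.60.

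**Figure D2:**
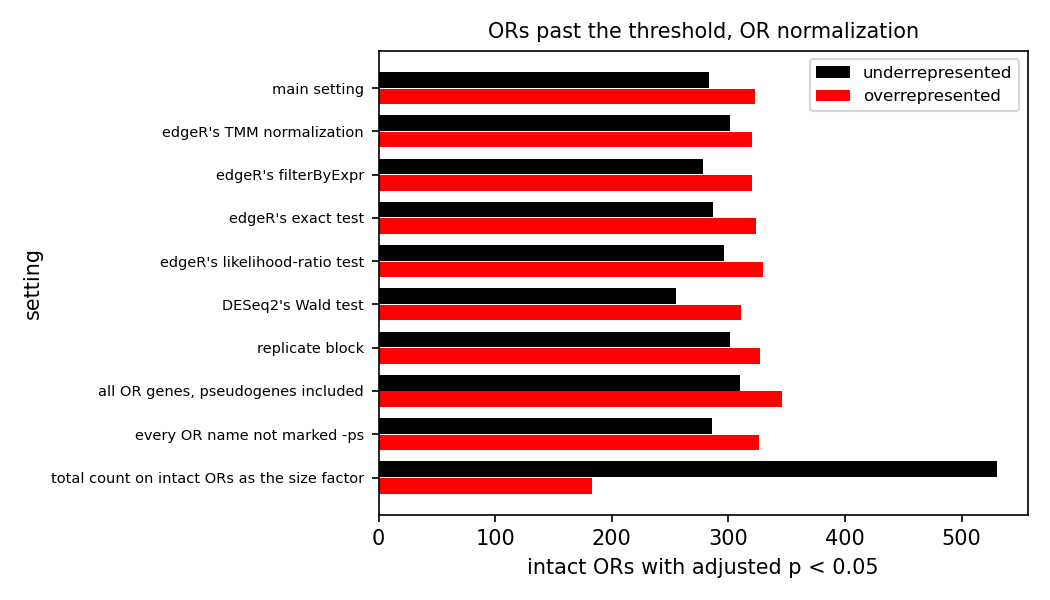
Number of intact ORs with an adjusted p-value under 0.05 (x axis, linear from 0) under each setting of the OR-normalized fit (y axis), with underrepresented ORs in black and overrepresented ORs in red. The main setting gave 283 and 323, and scaling to the total count on intact ORs gave 530 and 183.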

To further validate changes in numbers of OSNs expressing individual ORs in RTP1,2DKO mice, we carried out RNA in situ hybridization with probes against either underrepresented ORs (uORs) (Figure 4C) or overrepresented ORs (oORs) (Figure 4F). For all uORs tested, fewer OSNs were positive in RTP1,2DKO (Figure 4D–E) (p<0.05 Mann-Whitney U test). In stark contrast, the frequencies for the tested oORs were greater in RTP1,2DKO (p<0.05, Mann-Whitney U test) (Figure 4G–H). These results demonstrate that OR gene choice is biased in RTP1,2DKO towards a specific subset of receptor types.

Curiously, we found that oORs as a group are more abundantly expressed than uORs in the wild-type. 

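FPKM values were computed from the estimated counts and effective lengths in the files. With the classes of the OR-normalized fit, the 323 oORs had a mean of 14.27 FPKM in the wild-type and the 283 uORs a mean of 5.75 FPKM. The difference of 8.53 FPKM was not larger than that between random groups of ORs (permutation test across genes, which are not independent replicates, p = 0.2462). Most of it came from a single OR, Olfr907, at 2371 FPKM, without which the difference was 1.21 FPKM. Olfr907 therefore also weighs heavily in that permutation test, and the difference without it was not tested. The median oOR had 3.64 FPKM and the median uOR 4.24 FPKM. On the scale of log2(FPKM + 0.1) the difference was -0.13 (permutation test, p = 0.2742). With the classes of the paper’s supplementary list of uORs and oORs, the difference in means was 14.47 FPKM (permutation test, p = 0.00024). Olfr907 is an oOR in that list too, and this difference was not computed without it.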

The OR genes that were not classified as either underrepresented nor overrepresented (NS, not significant) exhibited a wide range of changes in expression levels between the wild-type and RTP1,2DKO, but are expressed at significantly lower abundance levels than both oORs and uORs (Figure 4I) (p<0.0001 one-way ANOVA, Tukey’s post hoc test).

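The 480 NS ORs had a mean of 2.76 FPKM in the wild-type, and their mean ranged from 2.27 to 3.22 FPKM between the 3 mice. The difference between NS ORs and uORs was -2.98 FPKM (permutation test across genes, p = 1e-05, the smallest p that the permutations can give) and that between NS ORs and oORs was -11.51 FPKM (permutation test, p = 1e-05). Olfr907, at 2371 FPKM, is one of these oORs and weighs heavily in the latter, which was not computed without it. On the scale of log2(FPKM + 0.1), NS ORs differed from oORs by -1.37 (permutation test, p = 1e-05). When the abundance was averaged over all 6 mice, the difference between NS ORs and uORs narrowed to -1.52 FPKM. Over all 6 mice, the median NS OR had a mean of 38.1 counts per mouse, against 106.9 for uORs and 199.8 for oORs. These counts include the RTP1,2DKO mice, whose changes define the classes. In the wild-type alone, the median NS OR had 1.65 FPKM, the median uOR 4.24 FPKM and the median oOR 3.64 FPKM. The paper reports that NS ORs are less abundant than both classes and proposes in its discussion that they are chosen less often.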

### The proportion of OSNs expressing oORs increases in older RTP1,2DKO mice

We wondered what happens to the proportion of OSNs expressing uORs and oORs in RTP1,2DKO mice at different ages. We performed RNA in situ hybridization with a (1) a probe mix containing 11 uORs and (2) a probe mix containing 25 oORs, all expressed in the dorsal region of the OE on 1-day, 21-day and 6-month-old OE. In the case of the uOR mix, wild-type showed an increase for OSNs expressing the uORs we tested both at 21 days and 6 months (Figure 5A–B) consistent to the increasing proportion of mature OSNs in the OE indicated by larger OMP and ACIII layers (Figure 2D–E). However, RTP1,2DKO showed no obvious increase in the fraction of cells expressing these ORs with age, while on the other hand, in RTP1,2DKO the number of neurons expressing oORs showed a dramatic increase both from 1 day old to 21 days and from 21 days to 6 months (p<0.0001 one-way ANOVA, Tukey’s post hoc test) (Figure 5C–D) demonstrating that the RTP1,2DKO OE is progressively populated by oORs.

**Figure 5.**
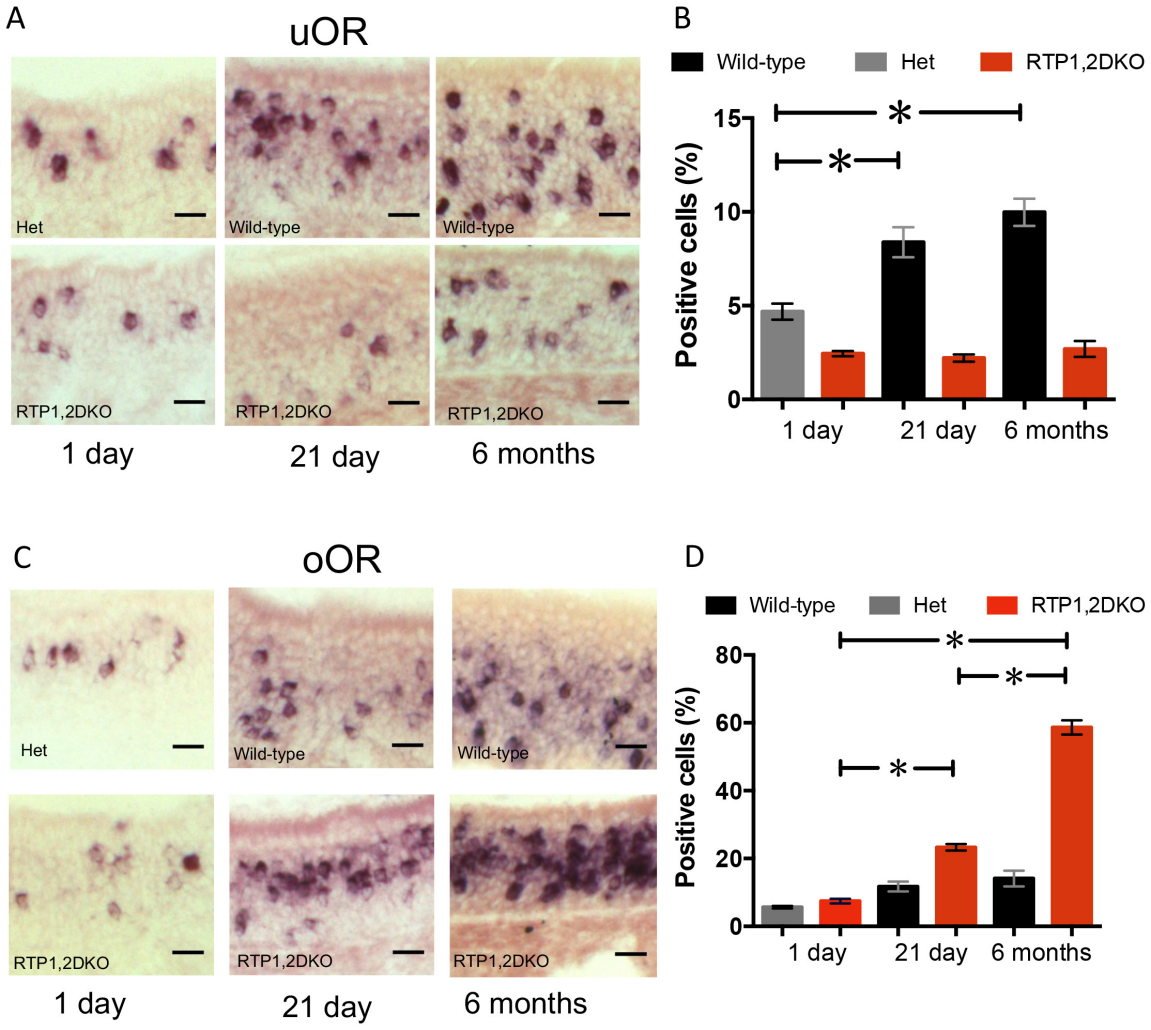
The proportion of OSNs expressing oORs increases in older RTP1,2DKO. (**A**) Representative images from 1 day, 21 day and 6 month OE stained with a probe mix against 11 of the uORs expressed in the dorsal OE. (**B**) Quantification of the percent dorsal uOR positive cells at different ages in RTP1,2DKO and their het or wild-type littermates. The fraction of cells positive for this probe significantly increases with age only in wild-type (p<0.0001 one-way ANOVA, Tukey’s post hoc test). (**C**) Representative images from 1 day, 21 day and 6 month OE stained with a probe mix against 25 of the oORs expressed in the dorsal OE. (**D**) Quantification of the percent dorsal oOR positive cells at different ages between RTP1,2DKO and their het or wild-type littermates. The fraction of cells positive for this probe mix significantly increases with age in RTP1,2DKO (p<0.0001 one-way ANOVA, Tukey’s post hoc test). **DOI:** http://dx.doi.org/10.7554/eLife.21895.011 10.7554/eLife.21895.012Figure 5—source data 1.Percent positive cell counts for the uOR and oOR probe mix at 1 day, 21 day and 6 month old OE.**DOI:** http://dx.doi.org/10.7554/eLife.21895.012

### Expression bias of an OR in RTP1,2DKO depends upon the protein sequence and not on the genomic location

We wondered whether the OR expression bias arose due to the effect of RTP on the regulatory elements of an OR’s gene locus or the protein. 

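Of the ORs with a class and zone in the paper’s supplementary list, 32 of 200 oORs and 31 of 282 uORs were Class I when the direction was taken from the OR-normalized fit (Fisher's exact test, p = 0.1311). Dorsal ORs were 76 of 200 oORs and 135 of 282 uORs, or 38.0% against 47.9% (Fisher's exact test, p = 0.0326). With the paper's own directions, which take in 202 oORs and 529 uORs, Fisher's exact test gave p = 0.0181 for Class I and p = 0.5548 for dorsal ORs. No OR had opposite directions in both classifications. These p-values therefore differ from the first ones through the set of ORs, mainly the uORs of the paper that were not significant here. Along the chromosomes of GRCm38, 56.7% of the 587 pairs of consecutive significant ORs had the same direction, against 50.1% when directions were permuted (permutation test, p = 0.0008). With the paper's own directions, the shares were 66.7% and 60.0% (permutation test, p = 0.0001). Among significant ORs with at least 95% of their 31-base words in no other annotated gene, where shared reads matter less, they were 52.6% of 228 pairs and 49.9% (permutation test, p = 0.2205).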

In our initial investigation, we did not find an obvious pattern or clustering for the genomic locations nor did we find obvious conserved residues or motifs amongst uORs or oORs (Figure 6A, Supplementary file 2). In an attempt to causally identify the basis of the bias, we used a mouse expressing β_2_AR-IRES-LacZ from the Olfr151 locus (Feinstein et al., 2004b) (Figure 6B) and asked whether the numbers of OSNs expressing Olfr151 or β_2_AR are similarly affected in RTP1,2DKO. We chose Olfr151 as it is a uOR and β_2_AR because it is a non-OR GPCR, capable of reaching the cell surface without the RTPs in heterologous culture and can replace a functional OR in native OSNs (Omura et al., 2014). We saw that fewer Olfr151 expressing OSNs were present in RTP1,2DKO (p=0.0028, Mann-Whitney U test), as expected for a uOR. Strikingly, more β_2_AR positive OSNs were present in RTP1,2DKO compared with wild-type (p<0.001, Mann-Whitney U test) (Figure 6C–D), suggesting that it is the protein sequence and not the locus of the OR that determines whether a given OR is underrepresented or overrepresented.

**Figure 6.**
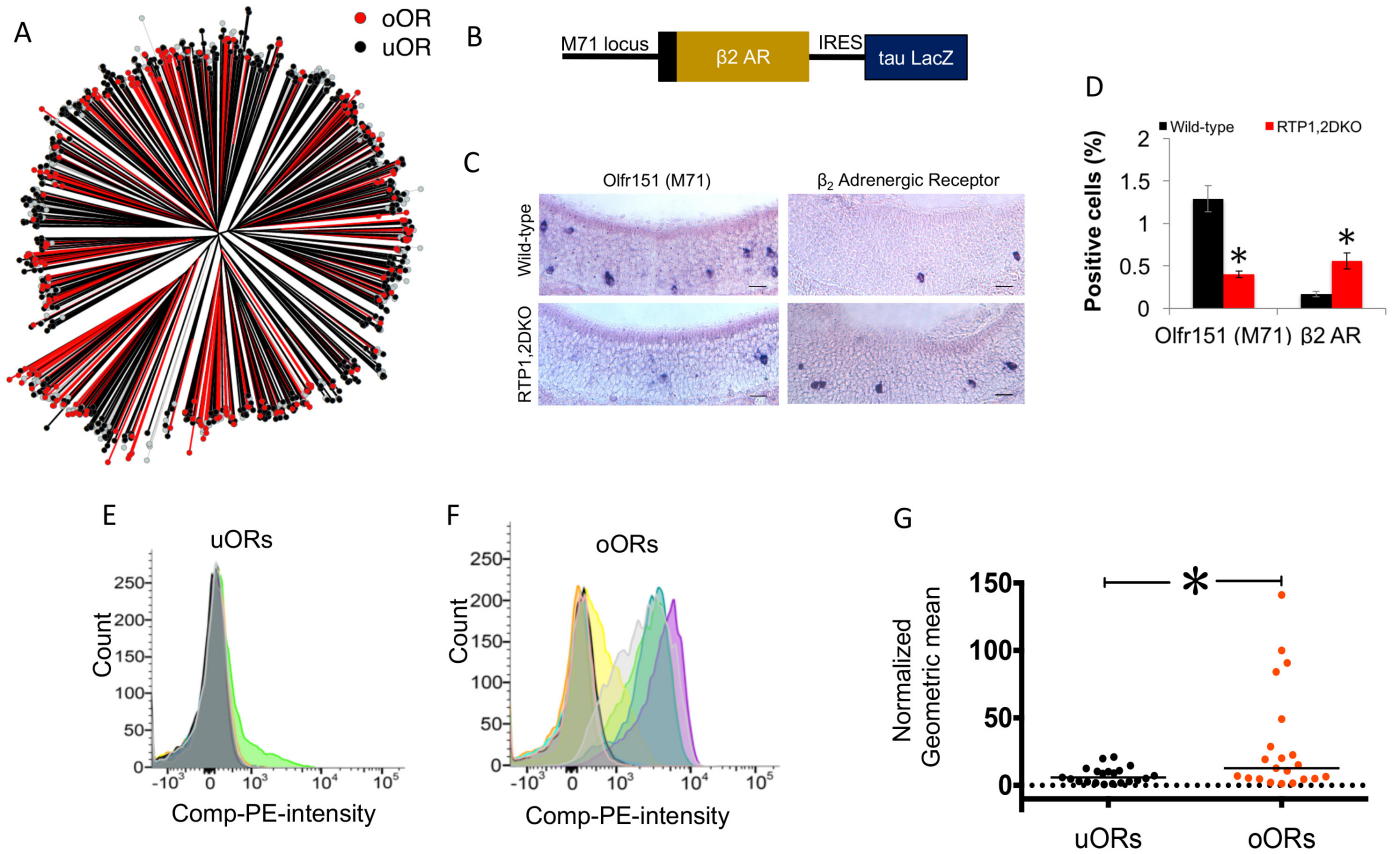
OR protein sequences determine representation in RTP1,2DKO. (**A**) Phylogenetic tree showing uORs in black and oORs in red. (**B**) Schematic depiction of β_2_AR-IRES-tau LacZ. (**C**) The percent Olfr151 positive cells is smaller in RTP1,2DKO mouse (left panels). β_2_Adrenergic receptor expressed from the Olfr151 locus shows more β_2_AR cells in RTP1,2DKO mouse (right panels). (**D**) Quantification of the percent positive Olfr151 and β_2_AR cells in wild-types vs RTP1,2DKO p<0.05 Mann-Whitney U test, n = 3 mice. (**E**) Representative FACS data graphing the number of cells (y-axis) vs the intensity of phycoerythrin staining expressing Rho tagged uORs (x-axis). Each color represents an individual uOR. (**F**) Representative FACS data graphing the number of cells (y-axis) vs the intensity of phycoerythrin staining expressing Rho tagged oORs (x-axis). Each color represents an individual oOR. (**G**) Comparison of the normalized geometric mean of the compensated PE intensity for all uORs vs all oORs tested. The geometric means are normalized to Olfr78 (p=0.0483 Mann-Whitney U test, uOR n = 23 genes, oOR n = 24 genes). Every geometric mean is calculated by counting the PE intensity across 10,000 cells. **DOI:** http://dx.doi.org/10.7554/eLife.21895.013 10.7554/eLife.21895.014Figure 6—source data 1.Normalized geometric mean for PE intensity obtained from our FACS experiment.**DOI:** http://dx.doi.org/10.7554/eLife.21895.014

Given that β_2_AR is known to be efficiently trafficked to the cell surface when heterologously expressed in the absence of the RTPs, we asked whether uORs and oORs show differential capabilities in cell surface trafficking in heterologous cells. We carried out live cell surface staining of HEK293T cells transfected with either Rho tagged uORs or oORs in the absence of RTP1 and RTP2. In order to quantify the surface staining, we carried out FACS to measure the surface OR levels. oORs as a group showed more OR surface expression than uORs (p<0.05, Mann-Whitney U test) (Figure 6E–G). Notably, the ORs that show most robust cell surface expression were all oORs. Even though trafficking mechanisms between OSNs and HEK293T cells are likely to be different, our data are consistent with the idea that RTP-independent trafficking of ORs may be related to increased frequencies of OSNs expressing oORs.

### OSNs expressing oORs mature and function

Our results thus far suggest that OSNs expressing oORs are able to function despite the loss of the RTPs. In order to test this, we examined whether OSNs expressing uORs or oORs co-express OMP (Figure 7A). We found that the number of immature OMP-negative OSNs expressing uORs are similar in RTP1,2DKO and het controls, whereas the number of OMP-positive OSNs expressing uORs show a 69% decrease in RTP1,2DKO. (p=0.024 Mann Whitney U test) (Figure 7B–D).

**Figure 7.**
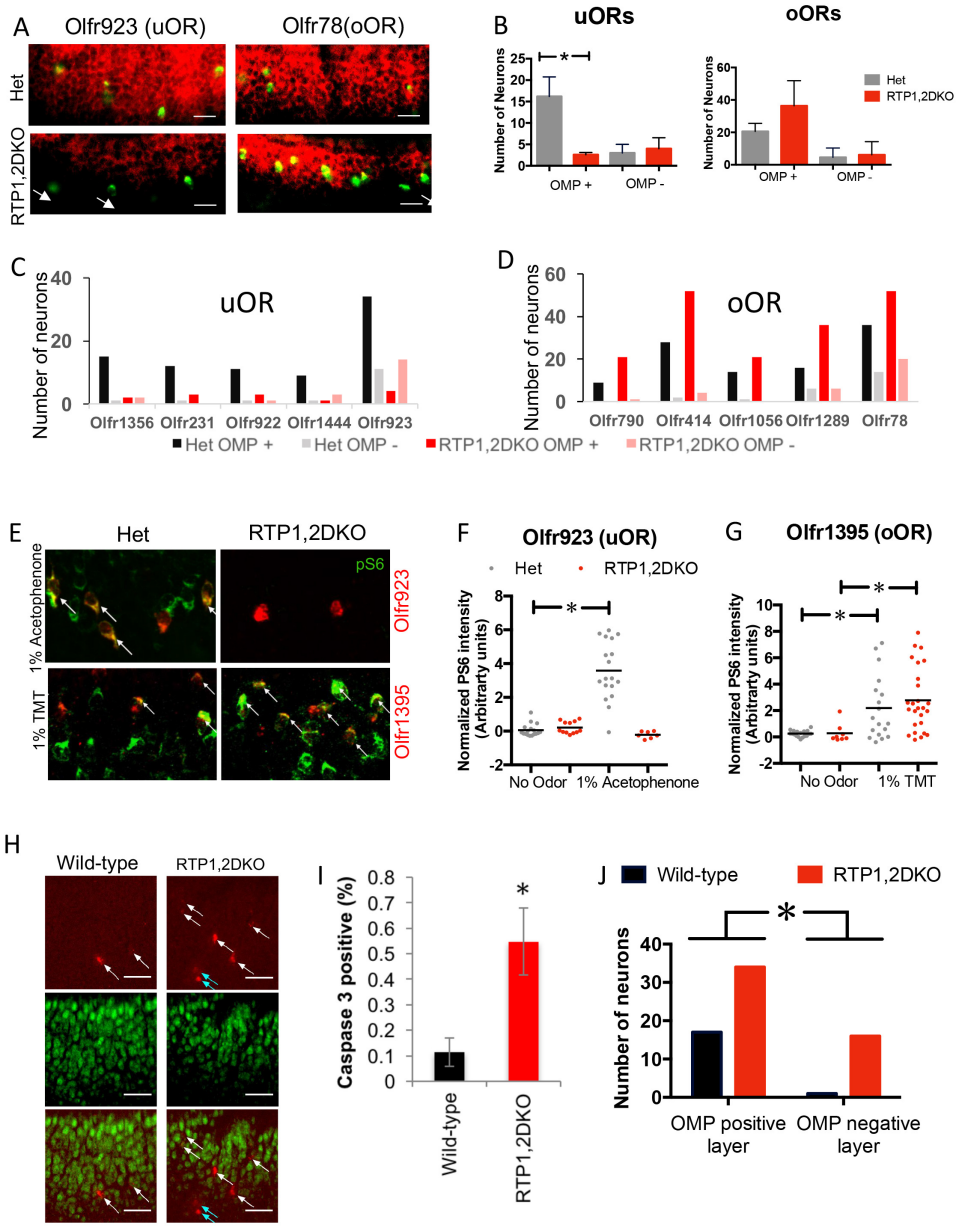
OSNs expressing oORs from RTP1,2DKO can mature and function. (**A**) Representative images showing the colocalization of Olfr923 (uOR) and Olfr78 (oOR) (green) with OMP (red) for het (top) and RTP1,2DKO (bottom). OMP negative OSNs are indicated with arrows. (**B**) Quantification of OMP positive OSNs for uORs and oORs as a group. For uORs there is a significant decrease (p=0.024 Mann Whitney U test, het n = 96, RTP1,2DKO n = 33) in the number of OMP positive OSNs in RTP1,2DKO whereas no significant difference is observed for oORs (p=0.4427 Fisher’s exact test, het n = 126, RTP1,2DKO n = 213). (**C**) Quantification of the number of OSNs co-expressing OMP for individual uORs. (**D**) Quantification of the number of OSNs co-expressing OMP for individual oORs. (**E**) Representative images for pS6 staining (green) along with either a uOR (Olfr923) or an oOR (Olfr1395) in response to their cognate ligands. het (left) shows pS6 induction, whereas RTP1,2DKO (right) shows pS6 induction in response to an odor that stimulates the oOR but not the one that stimulates the uOR. All pS6 positive neurons are indicated by white arrows. (**F**) Quantification of the fold change in pS6 staining (pixel) intensity for Olfr923 positive cells in het (grey) and RTP1,2DKO mice (red) in response to 1% acetophenone. There is a significant increase in the pS6 induction in het (p<0.0001 one-way ANOVA, Tukey’s post hoc test) but not RTP1,2DKO when subject to the odor. (**G**) Quantification of the fold change in pS6 staining pixel intensity for Olfr1395 positive cells in het (grey) and RTP1,2DKO mice (red) in response to 1% TMT. There is a significant increase in the pS6 induction in both het and RTP1,2DKO when subject to the odor (p=0.0002, one-way ANOVA, Tukey’s post hoc test). (**H**) Wild-type (left) and RTP1,2DKO OE (right) stained with an antibody against the active form of caspase3 (red) and OMP (green). The white arrows indicate cells expressing active caspase 3 in the OMP positive layer and the blue arrows show the active caspase 3 positive cells outside the OMP positive layer. Scale bar = 50 μm. (**I**) Quantification of the percentage of active caspase3 positive cells. Error bars indicate SEM, p<0.01, Mann-Whitney U Test (n = 3 mice) (**J**) Quantification of OMP and active caspase 3 double staining showing that RTP1,2DKO have significantly more OSNs undergoing cell death both in mature and immature OSN layers compared to wild-type. (p=0.029, Fisher’s exact test) **DOI:** http://dx.doi.org/10.7554/eLife.21895.015 10.7554/eLife.21895.016Figure 7—source data 1.Numbers of uOR and oOR neurons found within the OMP layer and outside it.**DOI:** http://dx.doi.org/10.7554/eLife.21895.016 10.7554/eLife.21895.017Figure 7—source data 2.Normalized pS6 staining intensity for Olfr923 and Olfr1395 positive cells from het and RTP1,2DKO OE in response to 1%acetophenone and 1%TMT respectively.**DOI:** http://dx.doi.org/10.7554/eLife.21895.017

To evaluate the function of OSNs expressing uORs or oORs, we chose a uOR and an oORs that have been previously deorphanized. Olfr1395 is an oOR found to respond to 2,5-dihydro-2,4,5-trimethylthiazoline (TMT) and Olfr923, a uOR, to acetophenone in vivo (Jiang et al., 2015). Using the induction of phospho ribosomal protein S6 (pS6), a marker for neuronal activation (Knight et al., 2012), we found that OSNs expressing Olfr1395 in both het and RTP1,2DKO were activated to its cognate ligand TMT (p<0.0001 one-way ANOVA, Tukey’s post hoc test) (Figure 7E,G). In contrast OSNs expressing Olfr923 in het, but not RTP1,2DKO were activated by their cognate ligand acetophenone (Figure 7E–F). These data show that OSNs expressing oORs mature and function in the RTP1,2DKO.

Immunostaining against active caspase 3, a cell death marker, suggested that RTP1,2DKO mice have an increased number of OSNs undergoing cell death (p<0.01, Mann-Whitney U test) (Cowan et al., 2001) (Figure 7H–I). Active caspase three staining in conjunction with OMP suggested that more OSNs in immature and mature layers both undergo cell death in RTP1,2DKO (Figure 7H). Notably, immature OSNs in the OMP negative layer rarely undergo cell death in wild-type (Figure 7J) (Jia et al., 2010). Together, these observations are consistent with the idea that OSNs expressing uORs are more likely to undergo cell death in RTP1,2DKO.

### Persistent expression of nATF5 is observed in RTP1,2DKO OSNs expressing uORs

The above findings reveal the expression of a biased OR repertoire in RTP1,2DKO, with about a half of the ORs being underrepresented but a small subset of ORs overrepresented. Previous studies have shown that the unfolded protein response (UPR) plays an important role in OR gene choice mechanisms. During the initial phase of OR expression, the UPR pathway gives rise to an increased translation of nuclear activating transcription factor (nATF5) over an upstream inhibitory ORF via eIF2α signaling (Godin et al., 2016). Once the OSN has matured, OR gene choice is stabilized and the UPR is relieved (Dalton et al., 2013). We hypothesized that the lack of RTP1 and RTP2 causes persistent UPR in OSNs expressing uORs, leading to unstable OR gene choice in these OSNs, which in turn contributes to the skewed OR repertoire in mice lacking RTP1 and RTP2. We first asked whether the expression of nATF5, a marker for UPR, is different in RTP1,2DKO. Indeed, we observed that there were more nATF5 positive OSNs in RTP1,2DKO mice (p<0.001, Mann-Whitney U Test) and some of these OSNs were located closer to the apical surface, a phenomenon that was not observed in the wild-types, suggesting that nATF5 expression persists during the OSN development in RTP1,2DKO animals (Figure 8A–B). Similarly, expanded expression was observed for LSD1, a histone demethylase whose expression depends on nATF5 (Figure 8C). Next, we asked whether the ectopic expression of nATF5 in RTP1,2DKO is due to their protein sequence or the gene locus. We first compared the co-expression of nATF5 and Olfr151 between the wild-type and RTP1,2DKO using M71-IRES-tauGFP mice, and then asked whether the same co-localization occurs for β_2_AR expressed from the Olfr151 gene locus using β_2_AR-IRES-LacZ mice. We observed that the number of OSNs co-expressing Olfr151 and nATF5 was significantly higher in RTP1,2DKO than in the wild-type (p<0.05, Fisher’s exact test). In contrast, the number of OSNs co-expressing β_2_AR and nATF5 in the β_2_AR:IRES:tauLacZ mouse was not different from the wild-type (p=1, Fisher’s exact test)(Figure 8D–F). As Olfr151 but not β_2_ARs require RTPs for surface expression, these data suggest that delivery of ORs to the membrane plays a role in terminating the UPR.

**Figure 8.**
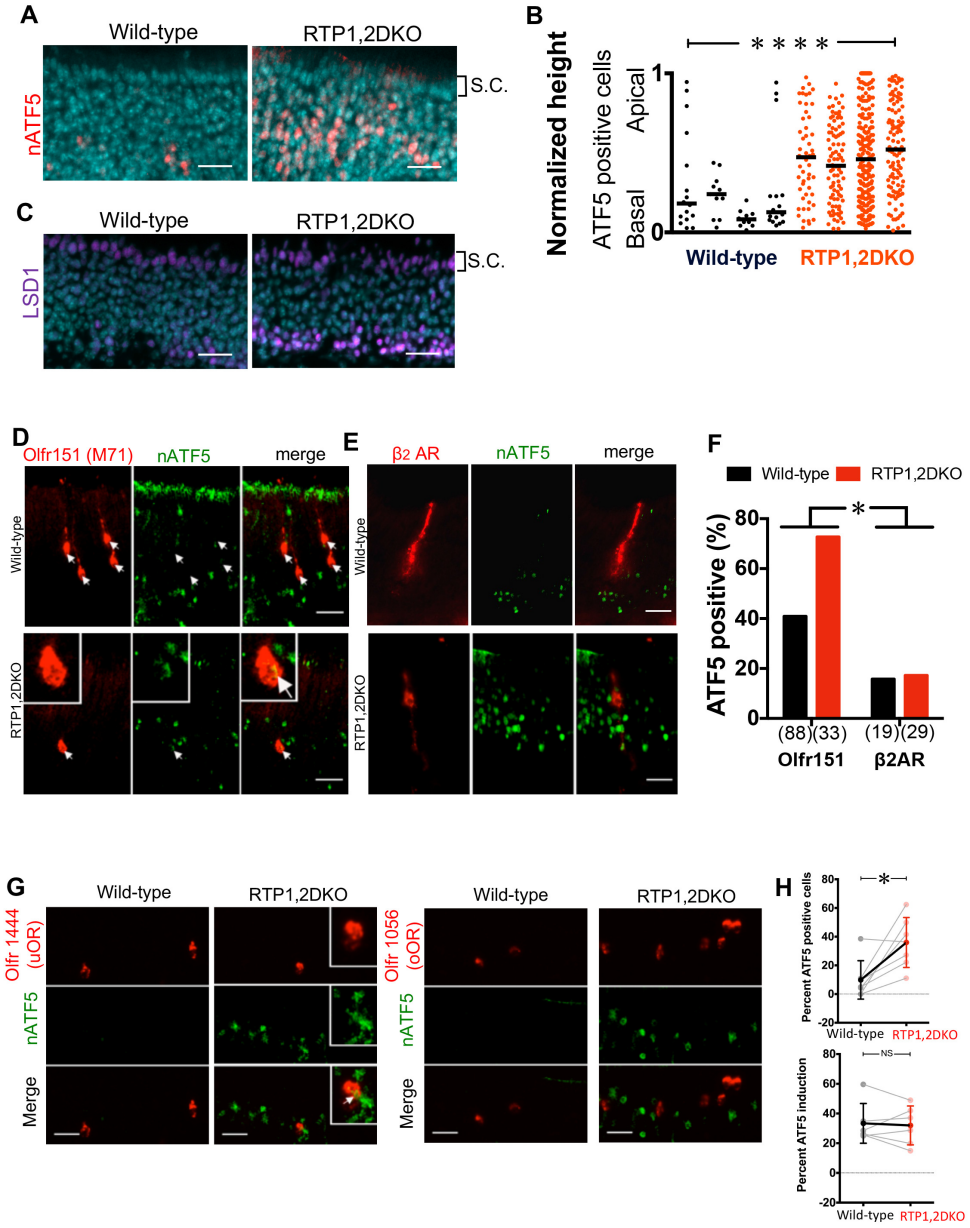
nATF5 expression persists in OSNs expressing uORs but not oORs in RTP1,2DKO. (**A**) Expanded expression pattern of nATF5 is observed for RTP1,2DKO Scale bars = 25 μm. S.C. = Sustentacular cells. (**B**) Analysis of individual sections of wild-type and RTP1,2DKO OE for ATF5 expression, RTP1,2DKO mice have a larger number of nATF5 positive cells and they are more apically situated compared to wild-type p=0.0049, Mann-Whitney U test, n = 3 mice. (**C**) Similar expanded expression pattern is observed for LSD1. Scale bars = 25 μm. S.C. = Sustentacular cells. (**D**) Representative images of Olfr151 and nATF5 in wild-type vs RTP1,2DKO OE. Inset: higher magnification, arrow head: nATF5 and Olfr151 co-localization. (**E**) Representative images from β_2_Adrenergic receptor IRES tauLacZ (β_2_AR) with antibody staining against LacZ indicating β_2_AR positive OSNs and nATF5. (**F**) Quantification of the number of OSNs positive for both Olfr151 and nATF5 (left) and β_2_AR and nATF5 (right). In RTP1,2DKO, there was a significant increase in the number of nATF5-Olfr151 double positive OSNs p=0.0022, Fisher’s exact test, n = 3 mice but not β_2_AR and nATF5 double positive neurons. p=1, Fisher’s exact test, n = 3 mice. (**G**) Left: Representative images for Olfr1444 (uOR) (red) co-localization with nATF5 (green) signal in wild-type OE (left) and RTP1,2DKO (right). The inset shows a higher magnification of a single OSN positive for Olfr1444 and nATF5. Right: Representative images for Olfr1056 (oOR) shown in red. (**H**) Top: Percent nATF5 positive OSNs expressing 7 uORs in the wild-type vs the RTP1,2DKO. The solid points indicate the overall mean of all uORs and the solid line shows that more RTP1,2DKO OSNs expressing uORs co-localize with nATF5. p=0.007, Mann-Whitney U test, n = 2 mice. Bottom: Percent nATF5 positive OSNs expressing 6 oORs in the wild-type vs the RTP1,2DKO. (p=0.937, Mann-Whitney U test). **DOI:** http://dx.doi.org/10.7554/eLife.21895.018 10.7554/eLife.21895.019Figure 8—source data 1.Percent uOR/oOR positive cells that co-localize with nATF5 in wild-types and RTP1,2DKO.**DOI:** http://dx.doi.org/10.7554/eLife.21895.019

We next asked whether the expression of nATF5 in RTP1,2DKO mice was different in OSNs expressing uORs or oORs. In order to answer this question, we carried out fluorescent in situ hybridization against 7 uORs and 6 oORs along with immunohistochemistry for nATF5 and quantified colocalization of the OR signal with nATF5 staining. As expected, higher numbers of OSNs expressing uORs colocalized with nATF5 in RTP1,2DKO as a group (p=0.007, Mann-Whitney U test), whereas no significant difference was observed when oORs were tested (p=0.937, Mann-Whitney U test) (Figure 8G–H). These observations suggest that OSNs expressing uORs contribute to the expanded expression of nATF5 in RTP1,2DKO and are further consistent with the idea that surface trafficking of ORs is linked to turning off UPR.

### OR gene expression is unstable in OSNs expressing Olfr151 in RTP1,2DKO

Increased nATF5 levels in uOR-expressing OSNs of RTP1,2DKO mice suggests a lack of stable OR gene choice in these neurons. This led us to hypothesize that OSNs that initially express a uOR may later turn off the OR and stabilize the expression of another OR. To directly address this, we used a lineage tracing strategy to study the stability of OR gene choice in RTP1,2DKO (Shykind et al., 2004; Dalton et al., 2013; Abdus-Saboor et al., 2016). In our assay (Figure 9A), we crossed a mouse that had one allele expressing Cre recombinase under the Olfr151 promoter, M71-IRES-Cre, to a mouse that had the Cre inducible fluorescent reporter Rosa26-lox-stop-lox-tdTomato (Madisen et al., 2010). In this mouse, any OSN expressing the M71-IRES-Cre allele at any point in time, would give rise to the permanent expression of tdTomato even if the OSN went on to express a different OR gene. We counted the number of tdTomato positive neurons that were also Olfr151 positive (double positive), which reflect the OSNs that initially chose as well as stably express Olfr151. OSNs that were tdTomato positive but not Olfr151 positive are the ones that switched their initial gene choice. We found that only 17% of tdTomato positive cells from RTP1,2DKO OE (n = 24/140 neurons) also express Olfr151 in comparison to 31% OSNs from the wild-type (n = 79/258 neurons) (p<0.05, Fisher’s exact test) and 38% (n = 66/172 neurons) in the heterozygotes (p<0.05, Fisher’s exact test) (Figure 9B–C). This suggests that the loss of RTPs leads to the frequent termination of Olfr151 gene expression.

**Figure 9.**
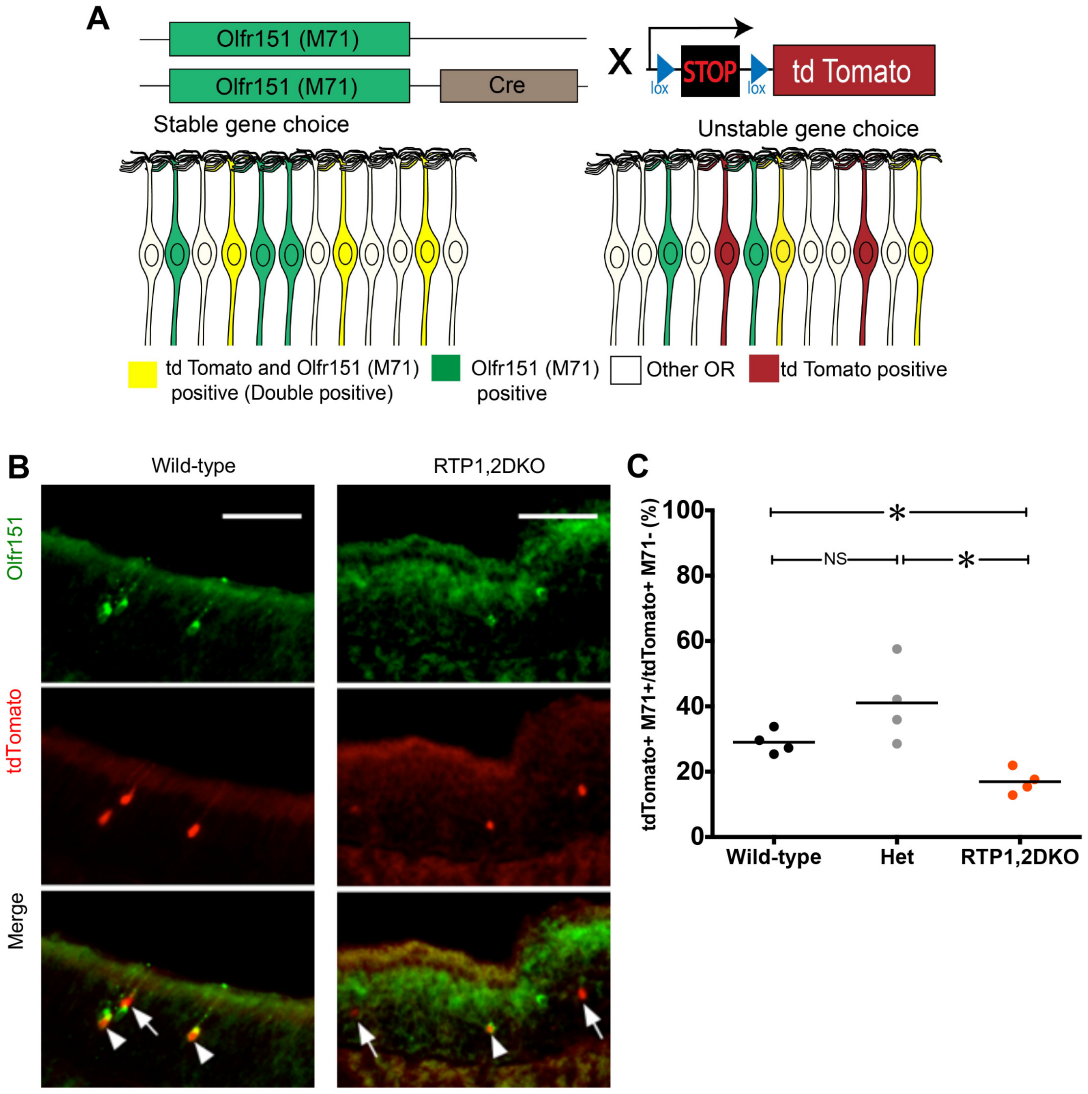
Unstable expressing of M71 in RTP1,2DKO. (**A**) Schematic depiction of OSN lineage tracing. We crossed a mouse carrying M71–IRES- Cre with Rosa26-lox-stop-lox-tdTomato. In the progeny, the expression of Olfr151 (M71) in an OSN will drive the expression of Cre, leading to the permanent production of tdTomato by the removal of the transcriptional stop sequence. Larger numbers of tdTomato positive OSNs that do not express Olfr151 would indicate unstable gene expression (right). On the other hand, if tdTomato OSNs largely stained positive for Olfr151 (double positive, shown in yellow), it would indicate stable OR expression. (**B**) Representative images from the wild-type and RTP1,2DKO OE stained with antibody against Olfr151 (green) and tdTomato (red). Arrow heads indicate double positive OSNs and the arrows show tdTomato positive and Olfr151 negative OSNs. (**C**) Each point represents the ratio of the number of tdTomato and Olfr151 double positive OSNs to the number of only tdTomato positive OSNs in one mouse. RTP1,2DKO mice have significantly lower OR gene choice stability compared to both wild-type and het mice. p<0.05, , Fisher’s Exact test, n = 4 mice. **DOI:** http://dx.doi.org/10.7554/eLife.21895.020

**Figure 9—figure supplement 1.**
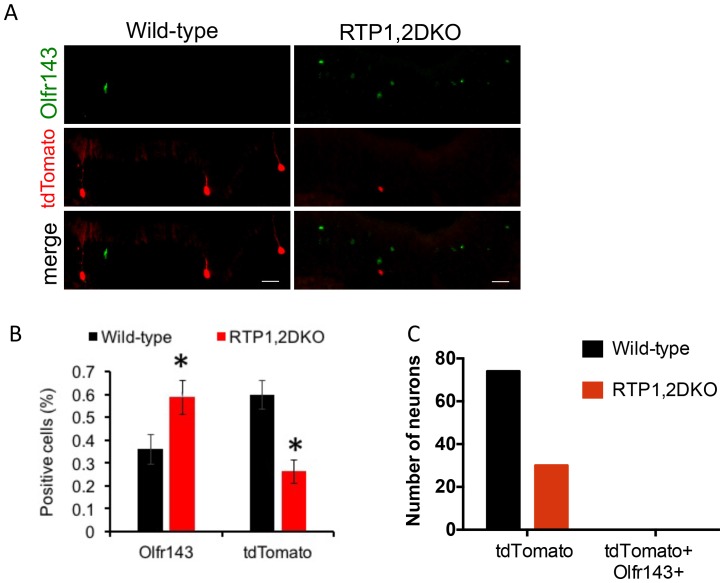
OSNs expressing Olfr151 do not switch to Olfr143. (**A**) Representative images from the wild-type and RTP1,2DKO OE stained against Olfr143 (green) and tdTomato (red). (**B**) The percent Olfr143 positive cells is greater in RTP1,2DKO mouse and tdTomato expressed under the control of the M71 locus shows a reduction in the number of percent positive cells in RTP1,2DKO mouse. (**C**) The number of neurons that are only tdTomato positive in wild type and in RTP1,2DKO (left). Number of neurons positive for both Olfr143 and tdTomato (right). **DOI:** http://dx.doi.org/10.7554/eLife.21895.021

To determine whether the Olfr151 gene switched to an oOR within the same locus we carried out a co-localization analysis between Olfr143, an oOR within the Olfr151 locus and tdTomato under the control of M71-cre (Figure 9—figure supplement 1). We found no Olfr143 and tdTomato double positive OSNs in both RTP1,2DKO or their wild-type littermates, indicating that there is no higher likelihood of the gene switching between these ORs.

### Olfr151 glomeruli are not formed in RTP1,2DKO

Lastly, we investigated OSN axon targeting to the olfactory bulb (OB) in RTP1,2DKO. Olfactory axons entered the OB and innervate to the glomerular layer based on our OMP immunostaining in RTP1,2DKO (Figure 10A). However, using M71-IRES-tau GFP mice we found that Olfr151 expressing OSNs were unable to converge in the OB in RTP1,2DKO while their wild-type littermates had two Olfr151 glomeruli in each of their OBs as expected (Figure 10B–C). To investigate whether the axon targeting defect was ubiquitous to all receptors, we used β_2_AR-IRES-tauLacZ (Feinstein et al., 2004b) (Figure 6B). Both the wild-type and RTP1,2DKO mice formed glomeruli, however the mutant mice had ectopic glomeruli for OSNs expressing this GPCR (Figure 10B–C). These data suggest the RTP1,2DKO mice do not have a complete set of glomeruli, but retain the ability to form them. We observed tdTomato-positive axons forming small glomeruli in RTP1,2DKO;M71-IRES-cre; Rosa26-lox-stop-lox-tdTomato mice (2 out of 3 mice examined had 1 glomerulus each)(Figure 10B–C). This may indicate that OSNs initially expressing Olfr151 switch and/or stabilize expression of a specific OR, presumably an oOR, and axons from these OSNs can converge in the OB.

**Figure 10.**
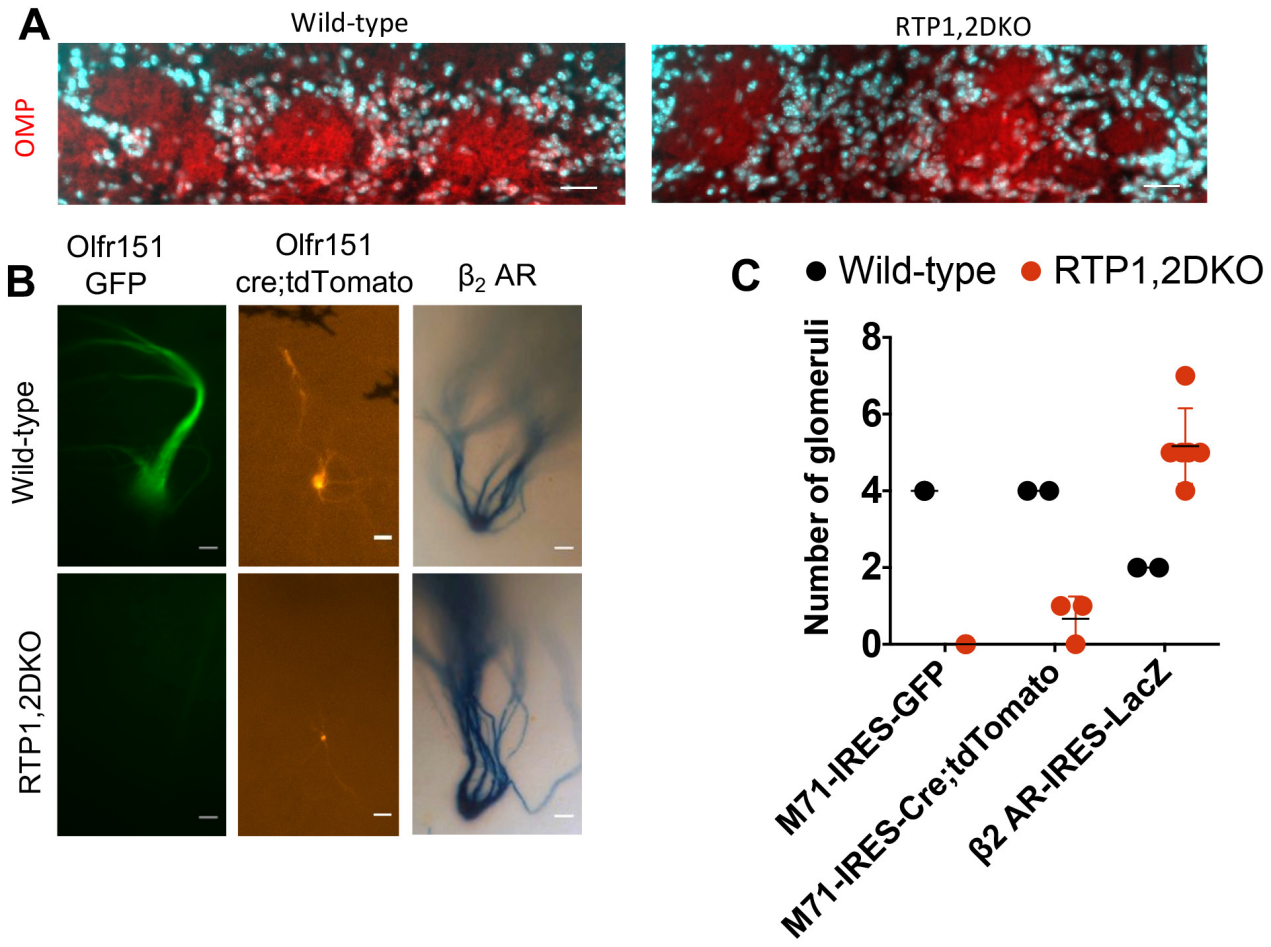
RTP1,2DKO mice are able to form glomeruli. (**A**) OMP staining shown in red and nuclear staining in cyan. Both wild-type and RTP1,2DKO mice have OMP in the glomerular layer. Scale bar = 25 μm. (**B**) A whole mount GFP fluorescence from axons expressing M71 from M71-IRES-tauGFP mice (left), tdTomato fluorescence from M71-IRES-Cre; Rosa26-lox-stop-lox-tdTomato (middle) and LacZ positive axons from β_2_AR-IRES-tauLacZ mice (right). RTP1,2DKO OBs lack Olfr151 (M71) glomeruli but have tdTomato and LacZ positive ones, while labeled glomeruli are observed in wild-type with M71-IRES-tauGFP, M71-IRES-Cre; Rosa26-lox-stop-lox-tdTomato and β_2_AR-IRES-tauLacZ. Only the dorso-lateral OB are visible for β_2_AR-IRES-LacZ in our preparation. Scale bar = 25 μm. (**C**) Quantification of the total number of glomeruli observed in wild-type and RTP1,2DKO OBs. Each dot represents one mouse. **DOI:** http://dx.doi.org/10.7554/eLife.21895.022

## Discussion

In the current study, we investigated the in vivo role of RTP1 and RTP2 in the mouse olfactory system by generating and analyzing RTP1,2DKO mice. Our results demonstrate a surprising link between receptor trafficking of ORs, the UPR and OR gene choice.

### Differential control of OR representations by RTPs

The absence of RTP1 and RTP2 leads to the underrepresentation of nearly half of the ORs, while about 10% of the ORs are significantly overrepresented. This translates into a change in the numbers of OSNs choosing each OR. How do the RTPs regulate the probability of OR gene choice?

Our data indicate that protein sequences of ORs differentially influence OR gene choice, which is linked to trafficking of ORs to the cell surface. Our attempts to identify protein motifs, domains, or features specific to either uORs or oORs were so far unsuccessful. This fits with recent reports where large-scale mutational analysis of Olfr151 in heterologous cells failed to identify any specific amino acids or domains that regulate its cell surface expression (Hague et al., 2004; Jamet et al., 2015). Nevertheless, this study provides a large set of sequence information of ORs that will allow us to conduct future structure-function studies by testing uOR/oOR chimeras and/or searching for hidden features within uORs or oORs, which may in turn give us clues as to why nearly half of the ORs are retained in the ER in the absence of the RTPs.

### Prolonged UPRs in OSNs expressing uORs in RTP1,2DKO

Previous studies have suggested the UPR protein nATF5 is induced once an OSN starts actively expressing an OR and is lost when OR expression is stabilized (Dalton et al., 2013). Our results show an expanded expression of nATF5 in RTP1,2DKO OSNs, suggesting persistent UPR during OR gene choice. Importantly, the frequency of co-localization between nATF5 and uORs increases in RTP1,2DKO whereas this increase is not observed for oORs. This suggests that the persistent UPR phenotype observed in RTP1,2DKO is due to the OSNs that express uORs resulting in unstable OR gene choice for these OSNs. This is reinforced by our observation that OSNs initially expressing Olfr151, a uOR, are more likely to terminate their expression in RTP1,2DKO mice. We present a model for the role played by RTP1 and RTP2 in the gene choice made by an OSN (Figure 11A). In our model, the RTPs suppress UPR response by allowing ORs to exit the ER and be transported to the plasma membrane. uORs are not trafficked to the cell surface in the absence of the RTPs, giving rise to persistent UPR in the OSNs that express them; as a consequence, destabilization of the initial OR gene choice leads to cell death or to the stabilization of another OR. In contrast, oORs are trafficked to the cell surface as functional proteins in the absence of the RTPs, allowing these OSNs to terminate UPR and stabilize gene expression. Although we cannot rule out that RTPs themselves play a role in the elimination of the UPR response, the lack of increase in nATF5 observed in OSNs expressing oORs in RTP1,2DKO suggests interaction between the RTPs and the UPR pathway through ORs. Even for OSNs expressing oORs and β_2_AR, UPR is likely to be induced in the initial stage (Dalton et al., 2013). Recent reports utilizing single cell RNA-Seq suggest that immature OSNs express as many as 12 ORs at low levels but mature OSNs only show the expression of one dominant OR (Saraiva et al., 2015; Tan et al., 2015; Hanchate et al., 2015). Low-level expression of uORs precedes the expression of the RTPs and may be sufficient to trigger UPR in the developing OSNs. Alternatively, both oORs and uORs induce UPR at the initial stage.

**Figure 11.**
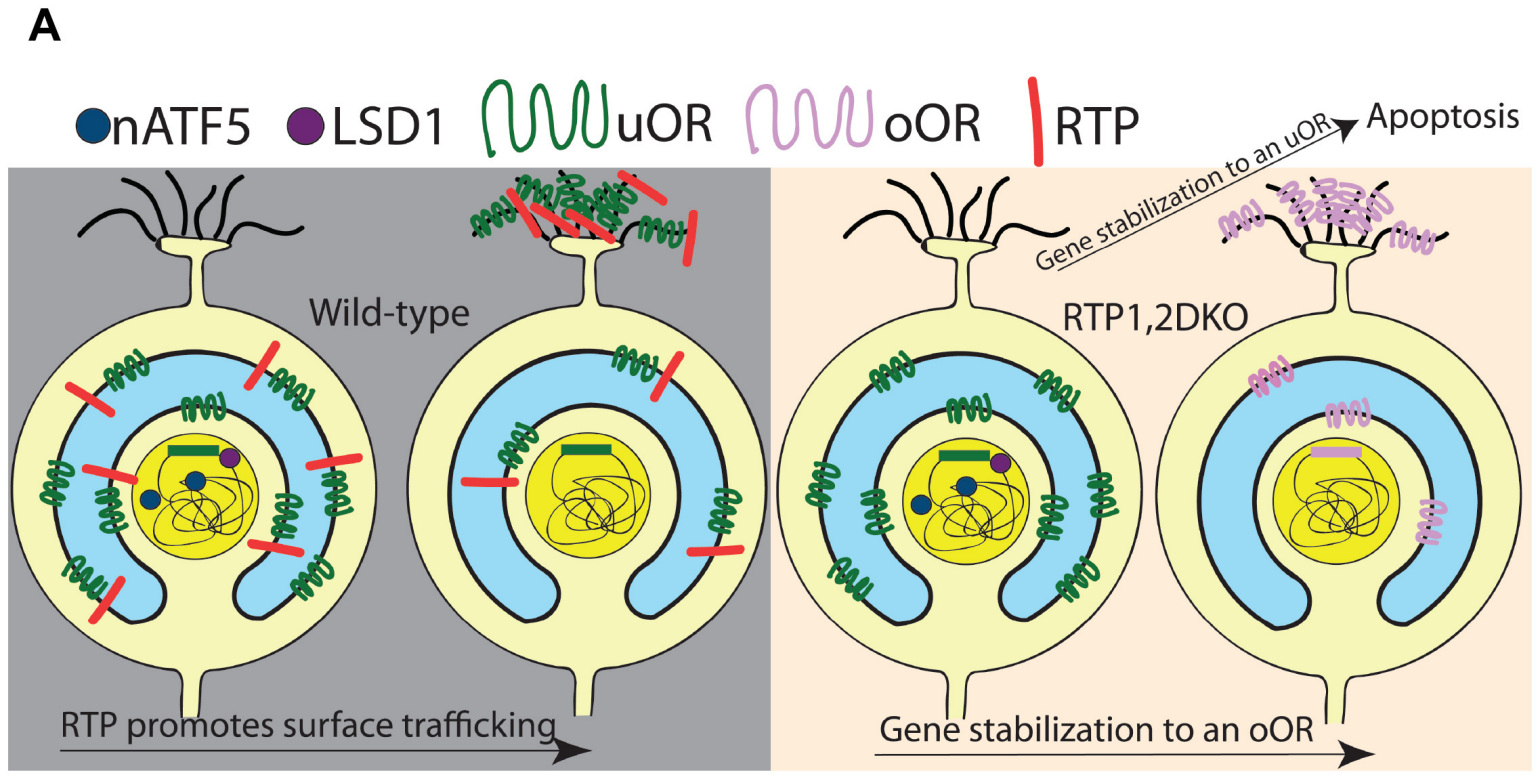
Model for the role of RTP1 and RTP2 in OR gene choice. (**A**) A model showing that in the wild-type (left), ORs are transported to the surface of the cell in conjunction with the RTPs. In the absence of the RTPs (right), oORs reach the surface of the cell and these OSNs survive, whereas uORs are not trafficked to the surface and OSNs expressing them show a persistent nATF5 expression. These uOR-expressing OSNs undergo OR choice switching and the OSNs that switch to an oOR are able to survive, leading to oOR overrepresentation. Those that are unable to switch to an oOR undergo cell death. **DOI:** http://dx.doi.org/10.7554/eLife.21895.023

RNA-Seq data in the wild-type suggests that oORs as a group tend to be more frequently chosen. It could be that initial expression of RTP1 and RTP2 in the developing OSNs is not stable or abundant enough, causing oORs to be stabilized. Alternatively oORs tend to ‘win the competition’ (Nguyen et al., 2007; Abdus-Saboor et al., 2016) even in the presence of RTPs probably because of its ability to suppress UPR. Both change in probability of OR gene choice and biased cell death could alter OR population representation both in the level of transcripts and in the number of OSNs. The relative contributions of cell death and gene switching to the differential representation of ORs can be further clarified using Bax knockout mice where cell death in developing neurons is suppressed (Robinson et al., 2003).

OR genes that did not significantly change in RTP1,2DKO mice showed lower abundance in wild-type mice suggesting that these ORs are chosen less frequently. Deeper sequencing and/or increased sample sizes will help classify these ORs as underrepresented, overrepresented, or not changed.

In our lineage tracing experiment, we were unable to distinguish tdTomato-positive, Olfr151-negative OSNs between those express Olfr151 as one of the low-level ORs, and the others express Olfr151 as the dominant OR later switch to express another OR. Irrespective of this our data show greater gene instability for Olfr151 expression without the RTPs. Consistent with multiple OR gene expression in developing OSNs, our lineage tracing results suggest that only 31% of OSNs that initially expressed Olfr151 went on to stabilize its expression in the wild-type. Curiously, the vast majority of OSNs that initially expressed Olfr1507 (MOR28) show stable expression in a similar experiment (Shykind et al., 2004; Dalton et al., 2013), suggesting that some ORs are more likely to be stabilized than other ORs.

The frequency with which any OR is chosen is different and the underlying cause for this difference remain unknown. Our results show that the number of OSNs expressing β_2_AR expressed from the Olfr151 locus is lower than the number expressing Olfr151. Our data call for future experiments to test whether protein sequences of ORs differentially influence initial OR gene choice.

### RTP1,2DKO mice show diminished but not abolished responses to odors

Our data suggest that mice without RTP1 and RTP2 had diminished but not abolished responses to odorants. Even though we see a clear reduction in the number of mature OSNs and dramatically diminished responses to odors in RTP1,2DKO mice, functional OSNs are not completely eliminated. Previous studies suggest that anosmic mice often die in the first few days after birth (Brunet et al., 1996), but the RTP1,2DKO mice seem to have the sufficient olfactory ability for postnatal development. Our data show that OSNs expressing oORs are likely to mature and be functional in RTP1,2DKO, explaining the residual responses observed in the mutant. These OSNs become more abundant in the mutant OE as the mouse ages indicating that these ORs help maintain the olfactory ability of these mice. It will be interesting to assess olfactory-mediated behaviors of the RTP1,2DKO mice in which only a minor fraction of the ORs are functional, since this could address a fundamental question of why most mammals have so many ORs.

No GFP-positive glomeruli were observed in RTP1,2DKO;M71-IRES-tauGFP indicating OSNs expressing Olfr151 are unable to converge their axons without RTP1 and RTP2. Yet we observed small tdTomato-positive glomeruli in RTP1,2DKO; M71-IRES-cre; Rosa26-lox-stop-lox-tdTomato. These tdTomato-positive glomeruli could be formed by OSNs that initially chose Olfr151 and then switched and/or stabilized the expression of the same OR, presumably an oOR. Previous reports have shown that OR gene switching tend to take place within the same gene locus (Roppolo et al., 2007; Pacifico et al., 2012) leading us to test the hypothesis that the tdTomato-positive axons forming these glomeruli in RTP1,2DKO mice could be stabilizing the expression of Olfr143, an oOR near the Olfr151 gene locus. However, we found no tdTomato-positive OSNs that also expressed Olfr143. This suggests that at least a portion of tdTomato positive OSNs stabilize the expression of the same OR, which is probably an oOR other than Olfr143. Further investigation of the identities of tdTomato-positive OSNs could further our understanding of the OR gene switching mechanism.

### Functional ORs expressed outside olfactory system

A number of reports have shown that ORs are expressed in various organs outside the olfactory system (Griffin et al., 2009; Feldmesser et al., 2006; Flegel et al., 2013; Kang and Koo, 2012), whereas expression of RTP1 and RTP2 appears to be confined to the peripheral olfactory tissues. One well-established example of a functional OR outside the olfactory system is Olfr78 (also known as MOR18-2) and its human ortholog OR51E2, which have been reported to function in the prostate, airway and kidney as well as the carotid body (Aisenberg et al., 2016; Chang et al., 2015; Wang et al., 2006; Pluznick et al., 2013). This receptor is an oOR and is trafficked to the cell surface in heterologous cells without the RTPs (Zhou et al., 2016; Pluznick et al., 2011; Neuhaus et al., 2009). 

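Olfr78, on chromosome 7 from 102738511 to 102759471 (GRCm38), had 165 ± 17 OR-normalized counts (SD, n = 3 mice) in the wild-type and 516 ± 55 (SD, n = 3) in RTP1,2DKO in the olfactory mucosa, a log2 fold change of 1.65 (standard error 0.22, adjusted p = 1.9e-08 from edgeR's quasi-likelihood test). With size factors over all genes, its log2 fold change was 0.67 (adjusted p = 0.0320 from edgeR's quasi-likelihood test), and in none of the fits that left out one mouse did that adjusted p-value stay under 0.05.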

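In the fit normalized by intact ORs, Olfr544 had a log2 fold change of 2.11 (standard error 0.24, adjusted p = 6.3e-10 from edgeR's quasi-likelihood test). For Olfr558 the log2 fold change was 1.83 and for Olfr1386 it was 1.71, both past the threshold in all 6 fits that left out one mouse. With size factors over all genes, the log2 fold changes were 1.11, 0.84 and 0.72, the last with an adjusted p of 0.0684 from edgeR's quasi-likelihood test. With the replicate block added to that fit, Olfr1386 passed the threshold (adjusted p = 0.0377 from edgeR's quasi-likelihood test). Of the 31-base words of Olfr1386, 64.7% are found in no other annotated gene.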

It is also interesting to note that ORs expressed in the bladder and thyroid (Olfr544, Olfr558, and Olfr1386) are all oORs (Kang et al., 2015). Together, it is tempting to speculate that oORs expressed outside the OE are more likely to play chemosensory roles (Feingold et al., 1999).

In conclusion, our study suggests the importance of OR trafficking by the RTP family members in OSN function and the probability of OR gene choice. Our studies contribute to a broader understanding of how cells discern the presence of a GPCR on their cell surface post translationally and link protein trafficking to epigenetic modifications that give rise to changes in the cell’s expression profile. In the future, it will be interesting to ask whether the UPR pathway that links the functional trafficking of receptors to the cell surface with epigenetic modifications is utilized by other tissue types.

## Materials and methods

### Generation of RTP1 and RTP2 double knockout mice

The strategies for generating RTP1 and RTP2 knockout mice are illustrated in Figure 1. The coding regions of RTP1 and RTP2 were replaced by loxP and puromycin (Pac) cassette, respectively. Fragments used for the left and right arms were amplified by PCR using BAC clone derived from C57BL/6 mice as templates. For RTP1, ACN cassette and DT-A cassette were used for positive and negative selection, respectively. A targeting vector was electroporated into the ES cell line EF-1, which is 129/B6 hybrid (Bronson et al., 1996). Colonies were picked up in G418-containing medium. Genomic DNA was digested by Acc65 I and hybridized with a 500 nt external probe on Southern blots. To generate RTP1&2 double knockouts, the RTP2 targeting vector was electroporated into two ES cell lines in which RTP1 is replaced by loxP-Cre-neo-loxP cassette. Colonies were picked up in puromycin -containing medium. Genomic DNA was digested by Bgl II and hybridized with a 500 nt external probe on Southern blots. Targeted ES cell clones were injected into C57BL/6 blastocysts. Chimeric mice were bred with C57BL/6 mice. Mice with RTP1,2 mutant allele were maintained by backcrossing with C57BL/6. Primers for genotyping are: 5’-cggaattcatgtcaggctgcaacttc-3’ and 5’-gggccgatattgggttaggag-3’ for WT allele; 5’-agccagctcttaagtccttac-3’ and 5’-gctcgagatctagatatcgataccgt-3’ for mutated allele. Primers for genotyping RTP2 KO are: 5’-ccctgaagagtctcacccgctc-3’ and 5’-cacatataccccaacttctagg-3’ for WT allele; 5’-caaacagacgaaccctagcaattcccactg-3’ and 5’-cttcattctcagtattgttttgccaagttc-3’ for mutated allele.

### Animal strains

The procedures of animal handling and tissue harvesting were approved by the Institutional Animal Care and Use Committee of Duke University. All experiments were carried out on both male and female mice. The following mouse strains were all obtained from The Jackson Laboratory: Olfr151^tm14(Adrb2)Mom^/MomJ (β_2_ Adrenergic Receptor-IRES-LacZ) (Feinstein et al., 2004b), Stock no. 006691 (RRID:IMSR_JAX:006691). B6;129P2-Olfr151^tm26Mom^/MomJ (M71-IRES-tauGFP) (Feinstein et al., 2004a), Stock no. 006676 (RRID:IMSR_JAX:006676). Olfr151^tm28(cre)Mom^/MomJ (M71-IRES-Cre) (Li et al., 2004), Stock no. 006677 (RRID:IMSR_JAX:006677). B6;129S6-Gt(ROSA)26^Sortm9(CAG-tdTomato)Hze^/J (ROSA26-loxP-stop-loxP-tdTomato) (Madisen et al., 2010), Stock no. 007905 (RRID:IMSR_JAX:007905).

### DNA constructs

OR ORFs were cloned into pCI (Promega) with a Rho tag at the N terminal. All plasmids were verified using Sanger’s sequencing (3100 Genetic Analyzer, Applied Biosystems).

### Electroolfactrograms (EOG)

Mice aged 2–4 months were sacrificed by anesthesia followed by rapid decapitation. After removing the skin, the skull was hemisected along the midline with a razor blade, exposing the turbinates. Hemisections were stabilized with pins in a custom Sylgard chamber for recording. Electroolfactograms were measured using glass pipettes filled with ACSF (tip size15–20µm, resistance ~0.5 MΩ). For some recordings, electrode tips were filled with 0.5% agarose. Electrodes were placed on the anterior surface of turbinate II and referenced to an Ag/AgCl wire placed on the surrounding bone. Signals were filtered (0.1Hz - 100 Hz) and amplified (1000X) using a differential amplifier (DAM-80, WPI). High-pass filtering introduced a slight rebound above baseline for strong responses. Odors were delivered using a custom olfactometer at a final dilution of 0.01% (1:1000 vol/vol in mineral oil, and a further 1:10 via airflow by combining flow from odorant headspace with a moisturized deodorized airstream) and a total flow rate of 100 ml/min. Odorants were obtained from Sigma at the highest purity available and diluted in mineral oil. Epithelia were kept moisturized at all times. The blanks are an average of multiple interleaved trials interspersed within the series. This averaged blank is re-displayed for each different odorant for comparison.

### Immunofluorescence

Mice were weaned at three weeks and their OE was dissected out and flash frozen. 20–25 micron thick sections were cut onto slides which were stored at −80°C and were subsequently thawed and fixed in 4% PFA for 20 min, washed for 1 min with 0.5% triton-x-100 in PBS and then rinsed twice in PBS. They were blocked for 1 hr (See table for blocking reagent and antibody concentration) in PBS with 0.1% triton-x-100 and then kept overnight at 4°C in primary antibody solution made in the same blocking reagent. The antibody solution was washed 3 times for 5 min in PBS and then subject to the secondary antibody for an hour. 0.001% bisbenzimide, used to visualize the nucleus, was added to the slides for 1 min followed by 3 × 5 min washes in PBS. The coverslip was mounted in 5–6 drops of Mowiol.

**Table:** 

No.	Target	Source	Dilution	Company	Blocking	Catalog no.	RRID
1	GFP	Rabbit	1:400		5% milk		
2	OMP	Goat	1:400	Wako	5% milk	019-22291	AB_664696
3	pS6	Rabbit	1:200	ThermoFisher	5% milk	44-923G	AB_2533798
4	Caspase 3	Rabbit	1:1000	Cell Signaling	5% milk	9661	AB_2341188
5	LSD1	Rabbit	1:800	abcam	4% Donkey serum	ab17721	AB_443964
6	ATF5	Goat	1:1000	Santa Cruz	4% Donkey serum	sc-46934	AB_2058761
7	M71	Guinea Pig	1:3000	Barnea et al.	4% Donkey serum		
8	LacZ	Mouse	1:3000	Promega	4% Donkey serum	Z3781	AB_430877
9	Td Tomato	Rabbit	1:10,000	Rockland	4% Donkey serum	600-401-379	AB_2209751

### RNA in situ hybridization

Candidate ORs which had less than 80% identity with all other ORs were chosen from the RNA-Seq data. Probes against their ORFs were prepared by the addition of the T3 start site to the 3’ end of the pCI plasmid primer followed by incorporation of digoxigenin (DIG) using T3 RNA polymerase (Promega) and alkaline degradation to get labeled probes of around 200 bp. Slides were prepared as described above and fixed in 4% PFA for 15 min and washed twice in PBS. They were acetylated in 1.2% triethanolamine and dropwise addition of acetic acid. They were washed in PBS for 5 min and prehybridized in buffer for an hour in large plates soaked in 5XSSC and 50% formamide at 58°C. 1 μl of the aforementioned labeled probe in 200 μl of the prehybridization buffer was pipetted on to the slides and covered with a layer of parafilm and kept overnight at 58°C. The slides were thoroughly washed in 5XSSC and then in 0.2XSSC twice for 30 min, 5 min in PBS and then blocked for an hour. The slides were stained with alkaline phosphatase conjugated antibody against DIG (Roche) for an hour and then kept in development buffer for 5 min before being subject to NBT-BCIP in development buffer overnight. Slides were then stained with bisbenzimide and mounted in Mowiol as described above.

### Fluorescent in situ hybridization (FISH)

Slides were prepared and treated using the in situ hybridization protocol until the antibody staining step. Horse radish peroxidase (HRP) conjugated antibody against DIG was used instead of the alkaline phosphatase conjugate. Antibody staining amplification was carried out using tyramide signal amplification (TSA) using cy3 as the flourophore (PerkinElmer) followed by antibody staining against nATF5 as described in the immunofluorescence section above.

### Whole mount LacZ staining

Three-week-old mice were sacrificed and the entire head was dissected and kept in 4%PFA for 30 min. The tissue was washed in buffer A (100 mM phosphate buffer [pH 7.4], 2 mM MgCl2, and 5 mM EGTA) once for 30 min and then for 5 min in buffer A and buffer B (100 mM phosphate buffer [pH7.4], 2 mM MgCl2, 0.01% sodium desoxycholate, and 0.02% Nonidet P40) and then kept in buffer C (buffer B, with 5 mM potassium-ferricyanide, 5 mM potassium-ferrocyanide, and 1 mg/ml of X-Gal) containing X gal overnight at 4°C. Whole mount tissue was then washed in PBS and imaged under a 5x objective (Mombaerts et al., 1996). The medial glomeruli were not observed using this method.

### RNA-Seq

The whole olfactory mucosa was dissected out of 3-week-old mice (2 males and 1 female sex matched littermates) and homogenized in trizol. This solution was centrifuged at maximum speed for 10 min and the supernatant collected was treated with 0.2 ml chloroform for every 1 ml of trizol, hand shaken for 3 min and spun for 15 min at maximum speed. The aqueous phase was collected and added to isopropanol (500 μl per 1 ml of trizol) and shaken and kept for 5 min at room temperature and then spun for 10 min. The RNA pellet thus collected was washed once in 75% ethanol by adding 500 μl per 1 ml of trizol and centrifuged for 2 min and then again in 180 μl of 75% ethanol. The pellet was then briefly air-dried before being suspended in 50 μl of water and the concentration of RNA was determined using a spectrophotometer by taking 1 μl of the sample and diluting it with 9 μl of water. RNeasy cleanup kit was then used to process the sample. Library generation was carried out using Illumina TruSeq Stranded RNA-Seq kit and HiSeq Illumina sequencing was carried out at the Duke Sequencing and Genomic Technologies Core.

Reads were mapped, using kallisto (Bray et al., 2016), to the mouse transcripts which were downloaded from UCSC Genome Browser (https://genome.ucsc.edu) and whose OR genes were replaced with extended OR gene annotations. Reads assigned on each gene were counted by kallisto. The read count table thus generated was analyzed using EdgeR. DESeq was used to calculate the size factors of individual libraries, FDR (False Discovery Rate) was used to adjust multiple comparisons between the ORs as previously published (Jiang et al., 2015).

### Cell culture

HEK293T cells were grown in Minimal Essential Medium (MEM) containing 10% FBS (vol/vol) with penicillin-streptomycin and amphotericin B at 37°C, saturating humidity and 5% CO_2_. These cells were authenticated using polymorphic short tandem repeat (STR) at the Duke DNA Analysis Facility using GenePrint 10 (Promega) and shown to share profiles with the reference (ATCC). No mycoplasma infection was detected.

### FACS

HEK293T cells were grown to a 100% confluence before being trypsinized and resuspended and seeded onto 35 mm plates at 25% confluency. These plates were cultured overnight then transfected with rho tagged ORs in the plasmid pCI for 18 to 20 hr along with GFP expression vector to monitor the transfection efficiency. The cells were stripped with cell stripper and triturated before being kept in 5 mL round bottom polystyrene (PS) tubes (Falcon 2052) on ice. The cells were spun down at 4°C and resuspended in PBS containing 10 mM HEPES, 15 mM NaN3, and 2% FBS to wash the cell stripper. They were subjected to 30 min in primary antibody (mouse anti Rho [Laird and Molday, 1988]) and then washed, stained with phycoerythrin (PE)-conjugated donkey anti-mouse antibody (Jackson Immunologicals) in the dark. 7-Amino-actinomycin D (Calbiochem), a fluorescent, cell-impermeant DNA binding agent that selectively stains dead cells, was added to eliminate dead cells. The cells were analyzed using BD FACSCanto II FACS with gating allowing for 10,000 GFP positive, single, spherical, viable cells and the results were analyzed using Flowjo (Dey and Matsunami, 2011).

### Image analysis

All images were captured on Zeiss Axioskop two fluorescent microscope using Q capture pro. The images were then analyzed using ImageJ. For OR bias, phosphorylated S6 and caspase three experiments, nuclear staining was quantified by selecting the OSN layer in the OE and using the maxima function in ImageJ to select and count all cells followed by quantification of OR or Caspase three positive OSNs by hand scoring using the cell counter function. Percent positive cells were calculated as (Positive cells/ total number of cells)*100. ATF5 was quantified by selecting the OSN layer and digitally straightening it using ImageJ followed by manually selecting the ATF5 positive cells and using the measure function to get the X and Y co-ordinates to measure the height from the basal end of the epithelium. All colocalization experiments were manually scored by selecting the OR positive cell’s nucleus and measuring the pixel intensity for the same selection. The pixel intensity of the neighboring area was subtracted to remove background and determine positive cells.

### Marker gene analysis

The area occupied by OSNs in the OE was hand selected using nuclear staining in image J. The thickness of the sections was measured by straightening the OE followed by measuring the height of the straightened section in four places. The average height for every position was compared between the two genotypes. The OMP or ACIII or GAP43 positive area was selected using imageJ thresholding and these areas were measured and expressed as percentages in the figures. Images were taken at five roughly equivalent positions in the OE using the VNO and OB as landmarks (anterior VNO, middle VNO, posterior VNO, anterior OB and middle OB, Figure 2—figure supplement 1 shows an example of matching OE sections using the anterior OB). We further analyzed all the sections from RTP1,2DKO mice at 1 day, 21 day and 6 months and compared the difference in percent area occupied by the OMP positive layer, ACIII positive layer and GAP43 positive layer with that of their littermates. Each data point is obtained from one image from one matched section. The data sets were compared using a paired student *t* test or Mann Whitney *U* test as indicated in the figure legend.

### Statistical analysis

Percent positive cells were calculated by hand scoring positive cells and calculating percentage based on the total number of OSNs in the image counted using nuclear staining. Each individual section was counted as an individual data point. Height of positive cells was calculated by straightening OE sections and obtaining the Y co-ordinates of hand scored ATF5 positive cells. Multiple comparison data from our ANOVA analysis is included in supplementary file 3.

### pS6 staining quantification

Each OSN positive for OR FISH signal was selected in image J. These selections were used to measure the pixel intensity of pS6 staining. The average pixel intensity of the entire OE selection was used as background. The average intensity of each cell was normalized by the background followed by its subtraction.

How the deposited data were processed for this re-analysis (not part of the article)

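RNA from the whole olfactory mucosa of 3 wild-type and 3 RTP1,2DKO mice was sequenced. For each mouse, the authors ran kallisto against mouse transcripts with extended OR annotations and deposited the estimated counts per transcript, which need not be whole numbers, together with each transcript's length and effective length. The deposited files also hold TPM values, which are scaled to the same total in every mouse and were not used for tests. The version of kallisto and the genome build are not stated in the files or the paper. Groups and replicate numbers were taken from the sample labels and the methods.

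Estimated counts were summed over the transcripts of each gene and rounded to whole numbers. FPKM values were computed from the estimated counts, the effective lengths and the total count. Total counts per mouse lay between 31125410 and 41636996. At this depth the median intact OR had at least 51.6 counts in every mouse. Gene positions and types came from GENCODE M21 (GRCm38), which is not necessarily the annotation the authors used. The largest libraries were not down-sampled in the main fit.

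Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F-test) and the median-of-ratios size factors of DESeq2 1.42.0 in R 4.3.3, without a filter beyond 1 count in some mouse, and with Benjamini-Hochberg adjustment at 0.05. One fit used all genes. A further fit used the table reduced to intact ORs. Summaries were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Single values per mouse were compared by exact permutation tests, which cannot go below p = 0.1 for 3 mice against 3. Classes of genes were compared by permutation tests with 100000 resamples, neighbouring ORs by 10000 permutations, and shares by Fisher's exact test. Reads shared between similar genes were judged from the share of a gene's words of 31 bases found in no other gene of GENCODE M21.

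The fits were tested on simulated counts in which 200 genes were changed. The quasi-likelihood test recovered 94% of them, and 10.5% of the genes it called were false, above the nominal level of the adjustment. The exact test, the likelihood-ratio test and DESeq2 gave 17.9%, 20.7% and 18.3% false calls on the same counts.

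The alternatives tried were TMM normalization, a filter on low counts, edgeR's exact and likelihood-ratio tests, DESeq2's Wald test, the replicate number as a block, each mouse left out in turn, the adjustment over intact ORs, and other definitions of the OR classes. A scaling to the total count on intact ORs and a wider set of ORs were added after the data were seen. The genes named in the text were set by a rule written before the processed files were seen. It takes every gene the paper names in its RNA-Seq text and legends or calls a uOR or oOR, genes it measured by other assays, a list of cell type, UPR, blood and sex marker genes, the 5 non-OR genes with the largest increase and the 5 with the largest decrease, and the 3 oORs and 3 uORs with the largest change, with a mean of at least 10 counts and no overlap between the groups. Of the Taar, Vmn1r, Vmn2r and Ms4a families, it takes the genes past the threshold. Some of the genes this rule takes are not analysed here. In situ hybridization, flow cytometry, immunostaining and recordings are not in the files analysed here.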

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

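Of the 15 Taar genes, which encode trace amine-associated receptors and which the paper does not discuss, the 14 with counts had a mean log2 fold change of 0.90 in RTP1,2DKO with all-gene normalization. Their summed normalized counts were 638 ± 105 (SD, n = 3 mice) in the wild-type and 1120 ± 54 (SD, n = 3) in RTP1,2DKO, and all RTP1,2DKO mice lay above all wild-type mice (exact permutation test, p = 0.1, the smallest p this design allows). Only 1 of them, Taar6, passed the threshold, while all 14 had a positive log2 fold change. Taar6 had a log2 fold change of 1.25 (standard error 0.24, adjusted p = 0.0098 from edgeR's quasi-likelihood test). Only the real split of the 10 splits of the 6 mice, that is 1, gave a Taar gene past the threshold. The predictions for the technical explanations that follow were written after these results, or values close to them, had been seen. With size factors computed without the 20 genes with most counts, the mean was 0.91. With every library thinned to the smallest total it was 0.91. Among Taar genes with at least 95% of their 31-base words in no other gene it was 0.85. Median-of-ratios size factors depend little on 20 genes, and thinning repeats a correction for depth that the fit already makes, so the first and second of these checks could hardly have moved the mean and do not exclude dominant genes or library size. The last gives no sign that shared reads made the increase. A hypothesis written before its test was that neurons with Taar receptors change as those with oORs do. The Taar mean lay 0.39 above the median log2 fold change of oORs, which is consistent with that hypothesis. Differences in dissection and bias by GC content or length were not tested and may also contribute, so the increase cannot be told apart from these technical explanations.

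Outside the ORs, 319 genes passed the threshold, of which the paper names only a few, and no other of the 10 splits of the 6 mice gave more than 1 such gene. The largest decreases were in E330012B07Rik, Rtp1, Gm4070, Rtp2 and Vmn2r38, with log2 fold changes of -9.03, -7.70, -7.36, -7.55 and -3.95. E330012B07Rik had 485.1, 209.9 and 1.1 normalized counts in wild-type mice 1 to 3, and 0, 0 and 1 in RTP1,2DKO mice 1 to 3. Wild-type mouse 3 was thus at the RTP1,2DKO level, and this decrease rests on wild-type mice 1 and 2. The largest increases were in Hist1h2ap, Atp6v1g3, Lyg2, Vmn2r39 and Taar6, with 5.66, 2.17, 1.84, 1.66 and 1.25. Of the 6 fits that left out one mouse, Atp6v1g3, Lyg2 and Vmn2r39 each passed the threshold in 1. E330012B07Rik and Vmn2r38 each passed in 2, and the other genes listed passed in all 6. Atp6v1g3 also missed the threshold with the replicate block (adjusted p = 0.0550 from edgeR's quasi-likelihood test). Vmn2r38 missed it with DESeq2's Wald test (adjusted p = 0.4223). Chromosomal sequence of another strain around the targeted loci could change genes near Rtp1 and Rtp2. Within 10 Mb of them, 3 of 236 genes other than ORs, Rtp1 and Rtp2 passed the threshold, against 309 of 20096 elsewhere (Fisher's exact test, p = 1.0000), so no excess was found. That prediction was written before the test. Strain differences elsewhere in the genome and reads shared within the Vmn2r family were not tested.

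OR pseudogenes with a mean of at least 10 counts, which the paper leaves out, had a mean log2 fold change of -0.56 ± 1.29 (SD across 63 genes), against -0.94 ± 1.18 for 960 intact ORs. The hypothesis set before the files were seen was that genes without a functional receptor protein fall as uORs do. The difference was 0.38 in the other direction (permutation test across genes, p = 0.0137), so the hypothesis was not borne out. Among genes with at least 95% of their 31-base words in no other gene, the difference was 0.47. It had moved by less than the change set beforehand as a sign of shared reads, but with only 12 pseudogenes left (permutation test, p = 0.1781). With a mean of at least 50 counts the difference was -0.03, so that the pattern rests on genes with few counts and no biological reading is offered.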

How the results depend on the processing

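The alternatives were fixed before the processed files arrived, except those said to be added. The numbers of downregulated genes and of downregulated intact ORs stayed within 1.5 times their main counts under TMM normalization, the filter on low counts, every other test and the replicate block. The same held for both counts of the OR-normalized fit, with each mouse left out as well. The difference in the share of OR counts, -0.137 percentage points in the main setting, kept its direction. It ran from -0.203 to -0.053 with each mouse left out. Its side of the threshold could not change, since the exact test cannot go below 0.1. The lower FPKM of NS ORs and the relation between in situ ratio and fold change kept their direction and side of the threshold in every alternative. The shared direction of neighbouring ORs did so with the paper's directions and at an adjusted p under 0.01, but not among ORs with few shared 31-base words (permutation test, p = 0.2205).

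The number of upregulated genes, 97 in the main fit, was 147 with the exact test, 169 with the likelihood-ratio test, 216 with DESeq2's Wald test and 150 with the replicate block. The number of upregulated intact ORs, 45 in the main fit, was 71, 79 and 124 with the likelihood-ratio test, DESeq2's Wald test and the adjustment over intact ORs. The adjustment over fewer genes lowers the adjusted p-values of ORs, of which a large share changed. The number of non-OR genes past the threshold was 319 in the main fit and 549 with DESeq2's Wald test. Across the fits that left out each mouse in turn, 524 to 716 genes were differentially expressed, 41 to 103 genes and 19 to 47 intact ORs were upregulated, 180 to 298 non-OR genes passed the threshold, and 1 to 2 Taar genes did, against 1 in the main fit.

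An alternative added after seeing the values scaled each library to its total count on intact ORs. It gave 530 underrepresented and 183 overrepresented ORs, against 283 and 323. The total gives most weight to the ORs with most counts, such as Olfr907, and this scaling could therefore place the point of no change above the median OR. The median of ratios in the main fit places that point near the typical OR, although the mean OR fell with size factors over all genes. A further added alternative, every OR name not marked as a pseudogene in the files, gave 286 and 326.

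The difference in wild-type FPKM between oORs and uORs was 8.53 in the main setting, 12.23 over all 6 mice and 14.47 with the paper's classes, both now past 0.05, and reversed to -0.129 on the log2 scale, which gives Olfr907 less weight. The average over all 6 mice includes the RTP1,2DKO mice, whose changes define the classes. The excess of Class I among oORs was 5.01 percentage points in the main setting and 6.39, now past 0.05, with the paper's directions and larger set of uORs. At an adjusted p under 0.01 it shrank to 1.96 (Fisher's exact test, p = 0.6743). The difference in dorsal share was -9.87 percentage points. It was -2.45 with the paper's directions and larger set of uORs, and -9.38 at an adjusted p under 0.01, both no longer past 0.05. Spearman's rho between FACS level and fold change was 0.339, and 0.350 with a minimum of 50 counts and 0.308 without the highest and lowest OR, both no longer past 0.05. The difference between pseudogenes and intact ORs reversed to -0.0284 with a minimum of 50 counts. The mean log2 fold change of Taar genes ranged from 0.8166 to 1.1351 with each mouse left out.

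Among the single genes named, 628 rows were the same, 15 weaker, 5 stronger and 16 reversed. None of the genes with reversed rows was past the threshold in the main fit. With single mice left out, the log2 fold change ran in Actb from -0.0448 to 0.1049, Tbp from -0.1315 to 0.0031, Krt5 from -0.3099 to 0.5238, Krt14 from -0.2232 to 0.123, Cyp2g1 from -0.375 to 0.01, Ermn from -0.1758 to 0.0144, Ddit3 from -0.1787 to 0.3734, Hspa5 from -0.1817 to 0.0116, Asns from -0.1269 to 0.3124, Ddx3y from -0.7039 to 0.4625, Eif2s3y from -0.5007 to 0.6682, Kdm5d from -0.8821 to 0.4661 and Uty from -0.7996 to 0.4204. Olfr1106 ran from -0.155 to 0.129. Xist, which was high in replicate 2 of each group and low in the others, where the methods give 2 males and 1 female, sex matched, ran from -7.34 to 7.44 and was 0.0765 with the replicate block.

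The share of counts on intact ORs was to be recomputed without mitochondrial genes, which the files do not list, so that alternative could not be run. Depth limits the calls for ORs with few counts, since the median NS OR had 38.1 counts per mouse.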

Differences from the paper's values

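With all-gene normalization, 45 intact ORs were upregulated, against the paper's 116. Of the alternatives set before the files arrived, the adjustment over intact ORs (124) and DESeq2's Wald test (79) came within 1.5 times the paper's value. The others did not, with TMM at 46, the filter at 43, the exact test at 64, the likelihood-ratio test at 71, the replicate block at 56, pseudogenes included at 47, and 19 to 47 with a mouse left out. With the same adjustment over intact ORs, 556 intact ORs were downregulated, against the paper's 562, and 680 changed, against the paper's 678.

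With OR normalization, 283 intact ORs were underrepresented, against the paper's 531, and 323 overrepresented, against the paper's 202. For underrepresented ORs, none of the alternatives set before the files arrived closed the gap. They gave from 231 ORs with a mouse left out to 310 with pseudogenes included. For overrepresented ORs, only the fit without RTP1,2DKO replicate 1 (303) came within 1.5 times the paper's value. Scaling each library to its total count on intact ORs gave 530 and 183, within 1.5 times of both, and was chosen after seeing these values and the paper's.

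The mean wild-type FPKM was 5.75 for uORs, 14.27 for oORs and 2.76 for NS ORs. The paper's values are about 2.7 for uORs, about 3.9 for oORs and about 1.0 for NS ORs in Fig. 4J, read by eye. With the paper's own classes the means were 5.00, 19.48 and 2.85, and none of the gaps closed.

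Of the paper's 531 uORs, 282 were underrepresented in the main OR-normalized fit and 249 were not significant. Of its oORs among the intact ORs used here, all 200 were overrepresented. Of the ORs it classes as neither, 123 were overrepresented and 1 was underrepresented. These classes depend on where the size factors place no change, which in the main fit is near the typical OR. The paper calls Olfr151 a uOR. Its log2 fold change was -0.25 with all-gene normalization and 0.65 with OR normalization, neither past the threshold, and it is absent from the paper's supplementary list. Olfr1106, a candidate uOR of the paper, changed by -0.06 with OR normalization and -1.05 with all-gene normalization, neither past the threshold. The paper states that oORs as a group exceed uORs in abundance in the wild-type. Here the mean difference was 8.53 FPKM (permutation test, p = 0.2462) with the classes of the main fit, and the medians were in the other order. With the paper's own classes, the mean difference was 14.47 FPKM (permutation test, p = 0.00024), in the direction the paper states. Olfr907, at 2371 FPKM, is an oOR in these classes too, and this difference was not computed without it.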

Other observations

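The 6 mice can be split into groups of 3 in 10 ways. For each count of the main fits (genes changed, down and up, intact ORs down and up with all-gene normalization, intact ORs changed in all, non-OR genes, Taar genes, and intact ORs under- and overrepresented with OR normalization), 1 of the 10 splits, the real one, gave a count as large. No other split gave more than 1 gene. With 10 splits the share cannot go under 0.1, so chance in the grouping of the mice cannot be excluded by this count. These predictions were written after the splits had been run.

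Predictions for the tests on the share of OR counts and on the thinning of NS ORs were also written after their results, or values close to them, had been seen, as were those on the technical explanations for the Taar genes, because the fits had been run before the predictions were written down. Those on held-out mice, on the most abundant ORs, on neighbouring ORs, and on the depth and shared words of Olfr151 were written before, apart from one on Olfr160 named where it is used.

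The share of counts on intact ORs fell little although the median OR fell. Without the 3 ORs with most counts, Olfr907, Olfr784 and Olfr1390, the share was 0.687% ± 0.119 in the wild-type and 0.527% ± 0.079 in RTP1,2DKO (SD, n = 3 mice each; exact permutation test, p = 0.2). This was a change of -23.3% of the wild-type share, against -14.4% with them, which is short of the doubling that was set as the sign that these ORs mask the fall.

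The higher mean abundance of oORs may rest on single ORs. Without the most abundant 1% of ORs, the difference between oORs and uORs was -0.0845 FPKM. With classes from a fit without one wild-type mouse and abundance from that mouse, the mean difference was 1.003 FPKM. This drop does not by itself show that taking classes and abundance from the same mice created the difference, since Olfr907 was an oOR in the main fit and not significant in those fits, and the main difference without Olfr907 was 1.208 FPKM.

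NS ORs could be less abundant because few counts leave them unclassed. When significant ORs were thinned to the counts of NS ORs, 68.4% of them stayed past the threshold, too few to exclude depth and too many to blame it by the limits that were set, so that the lower abundance of NS ORs cannot be told apart from a lack of depth.

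Neighbouring ORs had the same direction more often than permuted ones. Among ORs with at least 95% of their 31-base words in no other gene, the excess was no longer past 0.05 (permutation test, p = 0.2205), with 228 pairs left. Reads shared between neighbouring paralogs may explain it, but this filter cannot decide that. It takes out similar genes together with their shared reads, and it pairs remaining ORs that need not be adjacent. Fewer pairs also leave less power.

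The paper reports fewer OSNs with Olfr151, which GENCODE M21 annotates as a polymorphic pseudogene on chromosome 9 from 37729977 to 37731104 (GRCm38). At the RNA level, Olfr151 had no decrease past the threshold in RTP1,2DKO, although its standard error leaves a decrease open. It had 58 ± 29 normalized counts (SD, n = 3 mice) in the wild-type and 49 ± 29 (SD, n = 3) in RTP1,2DKO, a log2 fold change of -0.25 (standard error 0.50, adjusted p = 0.9073 from edgeR's quasi-likelihood test). With OR normalization, pseudogenes included, it had a log2 fold change of 0.65 (standard error 0.39, adjusted p = 0.1583 from edgeR's quasi-likelihood test), which was past the threshold, as an increase, in 2 of the 6 fits that left out one mouse. Depth is a candidate explanation. Of 231 uORs of the paper with a count within 0.5 to 2 times that of Olfr151, 121 or 52.4% passed the threshold, just above the 50% set beforehand. The paper classed these uORs as reduced from the same mice, which can raise that share, so it does not decide whether depth explains Olfr151. Of the 31-base words of its paralog Olfr160, which is not a target in the files analysed here, 14.5% are found in Olfr151, under the 50% set beforehand. Seen from the other gene, and as a prediction made only after that result, 46.0% of the words of Olfr151 are also in Olfr160, so that the counts on Olfr151 cannot be told apart from reads of Olfr160.

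Across 18 ORs, the paper's in situ ratio of RTP1,2DKO to wild-type cells (Figure 4) and the log2 fold change of the OR-normalized fit had a Spearman's rho of 0.76 (permutation test, p = 0.0004, 0.0008 after Benjamini-Hochberg adjustment over the 2 relations computed) and a Pearson's r of 0.88 (permutation test, p = 4e-05). Across 40 ORs, the paper's FACS surface level (Figure 6) and the log2 fold change had a Spearman's rho of 0.34 (permutation test, p = 0.0322, adjusted 0.0322) and a Pearson's r of 0.37 on log2 values (permutation test, p = 0.0177). The ORs were chosen by the authors as uORs and oORs, and genes are not independent replicates. Within the paper's tables, rho was -0.28 over 19 uORs (permutation test, p = 0.2533) and 0.16 over 21 oORs (permutation test, p = 0.4791), so the relation holds between the tables and was not found within them.

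Of genes the paper measured by other assays, the log2 fold changes were Rtp1 -7.70, Rtp2 -7.55, Omp -0.90, Gap43 0.58, Atf5 0.13 and Kdm1a 0.18. Those of Rtp1, Rtp2, Omp and Gap43 were past the threshold and the rest were not. Gap43 was past it in 1 of the 6 fits that left out one mouse. With the replicate block, Gap43 was not past it (adjusted p = 0.0592 from edgeR's quasi-likelihood test). Kdm1a was higher in every RTP1,2DKO mouse than in every wild-type mouse, while Atf5 overlapped between the groups. With OR normalization, the oOR Olfr143 had a log2 fold change of 1.74 (standard error 0.23, adjusted p = 2.1e-08 from edgeR's quasi-likelihood test), the oOR Olfr1395 a log2 fold change of 1.81 (standard error 0.23, adjusted p = 5.6e-09 from edgeR's quasi-likelihood test) and the uOR Olfr923 a log2 fold change of -1.57 (standard error 0.23, adjusted p = 1.5e-07 from edgeR's quasi-likelihood test). The mean log2 fold change was -1.12 over 7 mature OSN markers (Cnga4 -1.18, Cngb1 -1.09, Gng13 -0.76, Ano2 -1.18, Stoml3 -2.00 and Slc17a6 -0.75 beside Omp, with all but Gng13 past the threshold) and -0.03 over 5 immature OSN markers, which moved both ways (Gng8 0.91, Dpysl5 0.27, Stmn4 -0.88 and Hdac9 -1.02 beside Gap43, with all but Dpysl5 past the threshold). It was 0.12 over Krt5, Krt14 and Trp63, -0.16 over Cyp2g1, Cyp1a2, Ermn and Muc2, and 0.74 over Hba-a1, Hbb-bs and Hbb-b1. None of these genes was past the threshold in the main fit. Under DESeq2's Wald test, Hbb-bs passed it (adjusted p = 0.0048). Gng13 passed it under edgeR's exact test, the likelihood-ratio test and DESeq2's Wald test (adjusted p = 0.0495, 0.0459 and 0.0144). The UPR genes Ddit3, Hspa5, Xbp1, Atf4, Trib3, Chac1 and Asns had log2 fold changes from -0.40 to 0.40, none past the threshold. Atf4 (0.35) and Trib3 (0.40) were higher in every RTP1,2DKO mouse than in every wild-type mouse (exact permutation test, p = 0.1, the smallest possible). The groups overlapped in Ddit3, Hspa5, Xbp1, Chac1 and Asns. Whole mucosa does not resolve a change confined to some OSNs. Of the sex genes, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, none was past the threshold.

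Of the other receptor families, 0 of 211 Vmn1r genes and 0 of 17 Ms4a genes passed the threshold. Of 127 Vmn2r genes, Vmn2r39 was up and Vmn2r38 down.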
